# CTCF depletion decouples enhancer-mediated gene activation from chromatin hub formation

**DOI:** 10.1038/s41594-025-01555-z

**Published:** 2025-05-13

**Authors:** Magdalena A. Karpinska, Yi Zhu, Zahra Fakhraei Ghazvini, Shyam Ramasamy, Mariano Barbieri, T. B. Ngoc Cao, Natalie Varahram, Abrar Aljahani, Michael Lidschreiber, Argyris Papantonis, A. Marieke Oudelaar

**Keywords:** Nuclear organization, Chromatin, Transcriptional regulatory elements, Epigenetics

## Abstract

Enhancers and promoters interact in three-dimensional (3D) chromatin structures to regulate gene expression. Here we characterize the mechanisms that drive the formation and function of these structures in a lymphoid-to-myeloid transdifferentiation system. Based on analyses at base pair resolution, we demonstrate a close correlation between binding of regulatory proteins, formation of chromatin interactions and gene expression. Multi-way interaction analyses and computational modeling show that tissue-specific gene loci are organized into chromatin hubs, characterized by cooperative interactions between multiple enhancers, promoters and CTCF-binding sites. While depletion of CTCF strongly impairs the formation of these chromatin hubs, the effects of CTCF depletion on gene expression are modest and can be explained by rewired enhancer–promoter interactions. These findings demonstrate a role for enhancer–promoter interactions in gene regulation that is independent of cooperative interactions in chromatin hubs. Together, these results contribute to our understanding of the structure–function relationship of the genome during cellular differentiation.

## Abstract (web summary)

Karpinska, Zhu and colleagues characterize the structure-function relationship of the genome during cellular differentiation and demonstrate a role for enhancer-promoter interactions in gene regulation that is independent of cooperative interactions in chromatin hubs.

## Main

Precise spatiotemporal regulation of gene expression during differentiation and development is dependent on the *cis*-regulatory elements of the genome, which include enhancers and promoters. Active enhancers recruit transcription factors and coactivators, which stimulate assembly and activation of the transcription machinery at gene promoters^1,2^. Because mammalian enhancers can be separated by large genomic distances from their target gene promoters, enhancers interact with promoters in 3D chromatin structures to activate gene expression^3,4^. Interactions between enhancers and promoters predominantly occur within topologically associating domains (TADs)^5^, which are relatively insulated regions of the genome that are demarcated by CCCTC-binding factor (CTCF)-binding sites (CBSs) and formed by cohesin-mediated loop extrusion^6–8^. Although the general importance of loop extrusion for gene regulation remains unclear, it has been shown that loop extrusion contributes to the formation and specificity of (long-range) enhancer–promoter interactions in some contexts^9,10^. In addition, affinity between transcription factors and coactivators bound at enhancers and promoters is thought to have a role in the formation of specific interactions between these elements^11,12^. It has been suggested that these interactions form in the context of nuclear condensates, which are dependent on multivalent interactions between intrinsically disordered regions of transcription factors, coactivators, the transcription machinery and/or RNA molecules^13–16^.

Although our understanding of the 3D structures into which the genome is organized has advanced over the last decades, the relationship between genome structure and function remains unclear. In particular, it is incompletely understood when and how enhancer–promoter interactions form during cellular differentiation and how they influence gene expression. The structure–function relationship of the genome has been studied in several developmental contexts^17–30^. These studies have identified both instructive enhancer–promoter interactions, which co-occur with active gene expression, and permissive interactions, which are formed before gene activation^31^. However, because these studies are based on relatively low-resolution analyses of interactions between enhancers and promoters and do not take their 3D configuration in higher-order structures into consideration, the precise relationship between enhancer–promoter interactions and gene activation as well as the underlying molecular mechanisms remain poorly understood. In addition, it is not clear whether permissive, preformed interactions represent a distinct mode of enhancer-mediated gene activation or reflect instructive enhancer–promoter interactions that are dependent on subtle changes during cellular differentiation that cannot be detected with low-resolution analyses. Importantly, it has recently been demonstrated that small changes in genome structure can have a big effect on gene expression^32,33^. A better understanding of the structure–function relationship of the genome during cellular differentiation therefore requires analysis at very high resolution and sensitivity. In addition, the integration of perturbations during differentiation could facilitate causal inference and identification of the molecular mechanisms involved.

The analysis of enhancer–promoter interactions in the above-mentioned studies is based on chromosome conformation capture (3C) techniques, which rely on digestion and subsequent proximity ligation of cross-linked chromatin to detect spatial proximity between DNA sequences^34^. The resolution of 3C predominantly depends on the digestion and sequencing strategy^35^. By combining digestion with micrococcal nuclease (MNase), which cuts the genome largely independent of DNA sequence, with deep, targeted sequencing of multiplexed viewpoints of interest, the recently developed Micro-Capture-C (MCC) method supports 3C analysis at single base pair resolution^36^. Despite their superior resolution, MCC data cannot resolve how *cis*-regulatory elements interact together in higher-order 3D chromatin structures, because MCC is based on the detection of pairwise interactions in a cell population and therefore cannot distinguish simultaneous, cooperative interactions in individual cells from mutually exclusive interactions that occur independently in different cells. Three-dimensional relationships between multiple *cis-*regulatory elements can be disentangled by multi-way 3C techniques, in which multiple interactions derived from individual alleles are captured within (relatively) long sequencing reads^37–42^, and by ligation-free techniques based on physical separation and labeling of cross-linked chromatin interactions^43,44^. Among these, the Tri-C method provides an effective approach to study multi-way enhancer–promoter interactions during cellular differentiation, as it allows for targeted analysis of multiplexed viewpoints of interest at a relatively high resolution (500–5,000 bp)^37^. Thus far, Tri-C and other targeted multi-way 3C techniques have only been used to study a few genetic loci and have not been combined with perturbations of regulatory proteins to study the mechanisms underlying multi-way chromatin interactions. In addition, neither MCC nor Tri-C have been applied throughout subsequent stages of differentiation and development.

In this study, we provide important insights into the relationship between genome structure and function by combining MCC and Tri-C experiments with analyses of nascent gene expression, chromatin accessibility and binding of regulatory proteins during cellular differentiation in control and CTCF-depleted conditions.

## Results

### Chromatin architecture through cellular differentiation

To characterize the structure–function relationship of the genome, we used a lymphoid-to-myeloid transdifferentiation system based on a B cell leukemia cell line (BLaER1) that can be efficiently converted into functional induced macrophages (iMacs) by exogenous expression of the transcription factor CCAAT enhancer-binding protein α (CEBPA) over the course of 168 h^45^ (Fig. 1a and Extended Data Fig. 1a,b). Previous studies have analyzed nascent RNA synthesis by transient transcriptome sequencing (TT-seq)^46^; chromatin accessibility by assay for transposase-accessible chromatin with high-throughput sequencing (ATAC–seq)^46^; the distribution of histone H3 lysine 27 (H3K27) acetylation (H3K27ac), H3K27 trimethylation (H3K27me3) and CTCF by chromatin immunoprecipitation followed by sequencing (ChIP–seq)^47^; and genome organization by Hi-C^47^ during BLaER1 transdifferentiation. We complemented these data by mapping the binding profiles of Mediator and cohesin using an optimized ChIPmentation protocol^48^ at 0 h, 12 h, 24 h, 72 h and 96 h after differentiation induction (Methods; later time points were omitted as iMacs are quiescent). In addition, we generated Capture-C and MCC interaction profiles from the viewpoints of 51 promoters of B cell-specific and iMac-specific genes at 0 h, 24 h and 96 h (Fig. 1b–e, Extended Data Fig. 1c–e and Supplementary Table 1).

**Fig. 1:**
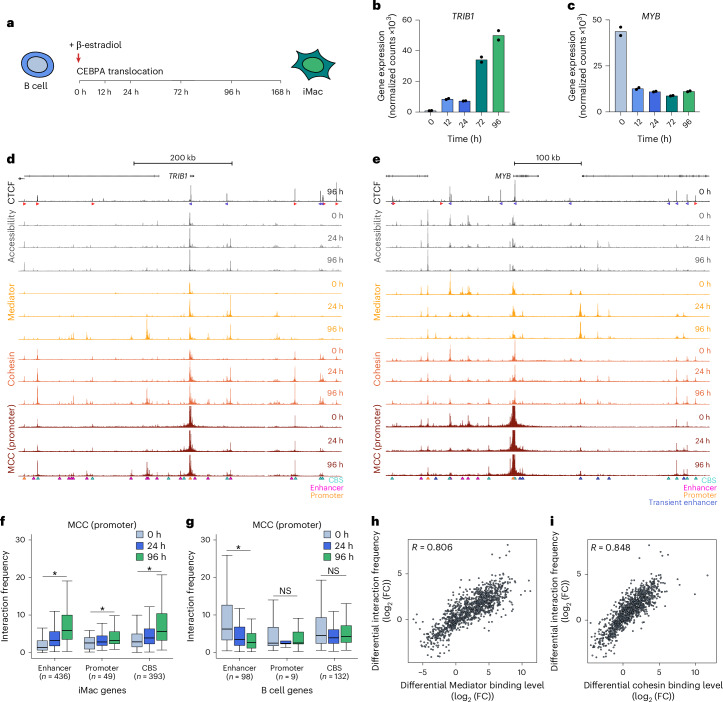
Chromatin architecture through lymphoid-to-myeloid transdifferentiation. **a**, Schematic overview of the BLaER1 lymphoid-to-myeloid transdifferentiation system. **b**, *TRIB1* expression through transdifferentiation, derived from TT-seq data. Bars represent the average of two biological replicates; corresponding data points are shown as dots. **c**, *MYB* expression through transdifferentiation, as in **b**. **d**, Chromatin landscape of the *TRIB1* locus (chr8:125,079,965–125,739,965; 660 kb; hg38) through transdifferentiation. From top to bottom: gene annotation, CTCF ChIP–seq, ATAC–seq, Mediator complex subunit 26 (MED26) ChIPmentation, structural maintenance of chromosomes 1A (SMC1A) ChIPmentation, MCC data from the viewpoint of the *TRIB1* promoter. Axes are scaled to signal with the following ranges: CTCF, 0–12,178; accessibility, 0–8,276; Mediator, 0–5,726; cohesin, 0–2,129; MCC, 0–40. Orientations of CTCF motifs are indicated by arrowheads (forward in red, reverse in blue). MCC interactions with CBSs, enhancers and promoters are annotated with cyan, magenta and orange triangles, respectively. **e**, Chromatin landscape of the *MYB* locus (chr6:134,992,474–135,472,474; 480 kb; hg38), as in **d**, with MCC interactions with transient enhancers annotated with blue triangles and the following axis ranges: CTCF, 0–6,052; accessibility, 0–3,506; Mediator, 0–2,277; cohesin, 0–1,247; MCC, 0–30. **f**, Interaction frequencies of promoters of iMac-specific genes with enhancers, promoters and CBSs through transdifferentiation. Data are derived from three biological replicates; the number of data points (*n*) in each category is shown in the figure. Box plots show the interquartile range and median of the data; whiskers indicate the minima and maxima within 1.5 × interquartile range; asterisks indicate statistical significance (two-sided paired Wilcoxon signed-rank test, 96 h versus 0 h); enhancer, *P* < 2.2 × 10^−16^; promoter, *P* = 5.6 × 10^−5^; CBS, *P* < 2.2 × 10^−16^. **g**, Interaction frequencies of promoters of B cell-specific genes, as in **f**; enhancer, *P* = 5.0 × 10^−10^; promoter, *P* = 0.83; CBS, *P* = 0.21. NS, not significant. **h**, Correlation between differential enhancer–promoter interaction frequencies and differential Mediator binding levels at the interacting elements (24 h versus 0 h and 96 h versus 0 h), based on Spearman’s correlation test. FC, fold change. **i**, Correlation between differential enhancer–promoter interaction frequencies and differential cohesin binding levels, as in **h**. Source data

Integration of these high-resolution data provides insight into the timing of regulatory events and their relationship during cellular differentiation. *TRIB1* provides an example of a gene locus that is upregulated during transdifferentiation. Our data show that this is associated with a gradual increase in accessibility and occupancy of H3K27ac, Mediator and cohesin at regulatory regions, whereas CTCF binding is generally more stable (Fig. 1d and Extended Data Fig. 1c). As previously described, we observe strong cohesin accumulation at CBSs^49^ and slightly weaker cohesin enrichment at Mediator-bound sites^50^. In addition, we observe changes in the structural conformation of the locus during differentiation in both the Capture-C and MCC data, which involve a gradual increase in chromatin interactions between the *TRIB1* promoter and putative enhancer elements, CBSs and other promoters in a ~600-kb TAD. The high resolution of the MCC data allows for distinguishing interactions between *cis*-regulatory elements in close proximity and facilitates systematic calling of chromatin interactions^36^. Quantification of these interactions across the targeted loci shows that the described interaction pattern for the *TRIB1* locus is representative for upregulated loci (Fig. 1f).

In contrast, we observe that deactivation of *MYB* is associated with a reduction in chromatin accessibility, H3K27ac and Mediator and cohesin binding at most putative enhancer elements in the ~400-kb TAD (Fig. 1e and Extended Data Fig. 1d). The interactions between the *MYB* promoter and these decommissioned elements gradually decreases as the cells transition into iMacs. Systematic quantification of chromatin interactions across the targeted loci shows a similar pattern for other downregulated loci (Fig. 1g). However, in contrast to upregulated loci, we do not observe consistent changes in promoter interactions with CBSs and other promoters in downregulated loci during differentiation (Fig. 1g). Interestingly, we also observe *cis-*regulatory elements that interact more frequently with the *MYB* promoter as it is deactivated. These elements are not characterized by repressive chromatin marks such as H3K27me3 (Extended Data Fig. 1d). Instead, they transiently gain chromatin accessibility, H3K27ac and binding of Mediator and cohesin. We therefore speculate that these elements may function as transient enhancers that modulate the kinetics of gene silencing, as recently described in the context of erythroid differentiation^51^, although further characterization is required to confirm this. We observe elements with similar characteristics in approximately 60% of the targeted downregulated loci.

The *TRIB1* and *MYB* interaction patterns suggest that the temporal dynamics of gaining and losing Mediator and cohesin binding at enhancer elements correspond closely to the strengthening and weakening of enhancer–promoter interactions over the course of differentiation (Fig. 1d,e). Quantification of these patterns across all targeted loci shows a strong correlation between differential binding levels of Mediator and cohesin and enhancer–promoter interaction frequencies, signified by correlation coefficients of 0.81 and 0.85, respectively (Fig. 1h,i). Interestingly, we find that H3K27ac and enhancer RNA (eRNA) levels, which are more commonly used as proxies for enhancer activity, have a weaker correlation with enhancer–promoter interactions, with coefficients of 0.59 and 0.50, respectively (Extended Data Fig. 1f,g). This may be explained by a lower precision and dynamic range of H3K27ac compared to Mediator and cohesin binding and technical challenges in robustly identifying eRNA levels. Together, the integration of high-resolution 3C and ChIP data allows us to characterize the 3D *cis-*regulatory landscapes of targeted tissue-specific gene loci through lymphoid-to-myeloid transdifferentiation in detail (Extended Data Fig. 1h–k).

### Interaction patterns of classes of *cis-*regulatory elements

Many of the gene promoters that we targeted for MCC analysis have a CBS within 5 kb. It has previously been suggested that such promoter-proximal CBSs (ppCBSs) promote long-range enhancer–promoter communication^52^ and may have a distinct function compared to CBSs at TAD boundaries (boundary CBSs; bCBSs)^53^. However, the interaction patterns of ppCBSs have not been described, as they cannot be distinguished from those of promoters by most 3C techniques. Because MCC supports base pair-resolution analysis, we leveraged this approach to compare the interaction profiles from the viewpoints of promoters and ppCBSs (if present) in the targeted loci over the course of lymphoid-to-myeloid transdifferentiation. In addition, we generated interaction profiles from the viewpoints of bCBSs in all selected loci.

The *NFKBIZ* and *ARL4C* loci show representative interaction patterns for the promoter, ppCBS and bCBS viewpoints in upregulated and downregulated loci, characterized by relatively long-range enhancer–promoter interactions (Fig. 2a,b and Extended Data Fig. 2a–e). To investigate the relationship between the presence of a ppCBS and long-range enhancer–promoter communication, we compared the distance distribution of enhancers interacting with gene promoters with and without a ppCBS (Fig. 2c). This analysis confirms that promoters with a ppCBS form interactions with enhancers over larger distances compared to promoters without a ppCBS. In addition, we compared the frequencies of long-range (>150 kb) enhancer–promoter interactions to enhancer–promoter interactions across all distances in iMac-specific loci with and without a ppCBS over the differentiation course (Extended Data Fig. 2c). This analysis shows that genes without a ppCBS form stronger interactions with enhancers overall compared to genes with a ppCBS. These interactions are present to some degree in B cells and further strengthen over the differentiation course. By contrast, the loci containing ppCBSs form stronger long-range interactions, which are not pre-established and form specifically during differentiation.

**Fig. 2:**
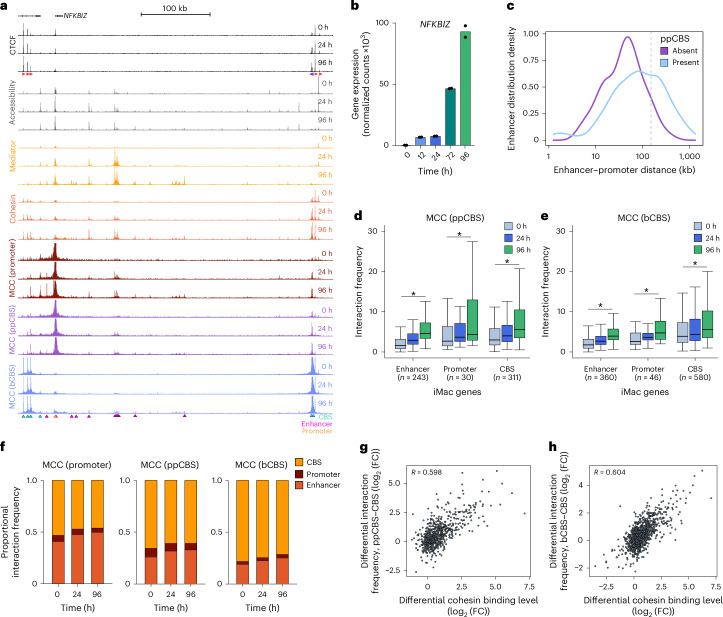
Interaction patterns across classes of *cis*-regulatory elements. **a**, Chromatin landscape of the *NFKBIZ* locus (chr3:101,795,424–102,255,424; 460 kb; hg38), as in Fig. 1d, with MCC data from the viewpoint of the promoter, ppCBS and bCBS. Axes are scaled to signal with the following ranges: CTCF, 0–5,547; accessibility, 0–4,883; Mediator, 0–2,252; cohesin, 0–1,773; MCC, 0–40. **b**, *NFKBIZ* expression through transdifferentiation, as in Fig. 1b. **c**, Distribution of enhancer–promoter distances of promoters with and without a ppCBS (±5 kb from the promoter). The gray line marks the 150-kb threshold used to classify distal enhancers in Extended Data Fig. 2c. **d**, Interaction frequencies of ppCBSs of iMac-specific genes, as in Fig. 1f; enhancer, *P* < 2.2 × 10^−16^; promoter, *P* = 2.7 × 10^−5^; CBS, *P* < 2.2 × 10^−16^. **e**, Interaction frequencies of bCBSs of iMac-specific genes, as in Fig. 1f; enhancer, *P* < 2.2 × 10^-16^; promoter, *P* = 6.4 × 10^−10^; CBS, *P* < 2.2 × 10^−16^. **f**, Comparison of the proportion of interactions of promoters, ppCBSs and bCBSs with enhancers, promoters and CBSs in iMac-specific gene loci. **g**, Correlation between differential interaction frequencies between ppCBS and CBSs and differential cohesin binding levels, as in Fig. 1h. **h**, Correlation between differential interaction frequencies between bCBS and CBSs and differential cohesin binding levels, as in Fig. 1h. Source data

The interaction profiles from the ppCBS viewpoints in the *NFKBIZ* and *ARL4C* loci show that ppCBSs form interactions with the enhancers in the region, although these are weaker compared to the promoter viewpoints, and with other CBSs in the region, which are stronger compared to the promoter viewpoints. The bCBS viewpoints most strongly interact with the CBSs at the other TAD boundary but also form weak interactions with the enhancers and promoters in the region. These interactions all gradually increase over the differentiation course. Systematic quantification of chromatin interactions in the targeted loci shows a similar pattern across the upregulated loci (Fig. 2d,e). Comparison of these data to the interaction patterns of gene promoters (Fig. 1f,g) shows that promoter interactions are generally more dynamic over the differentiation course compared to ppCBS and especially bCBS interactions. For a more direct comparison of interaction patterns across the classes of *cis*-regulatory elements, we calculated changes in the relative proportions of interactions over the differentiation course (Fig. 2f and Extended Data Fig. 2f). This comparison shows that enhancers interact more frequently with ppCBSs than with bCBSs, which suggests that ppCBSs may have a direct role in bringing enhancers in the vicinity of gene promoters. In addition, these analyses indicate that promoters, ppCBSs and bCBSs interact promiscuously with active *cis*-regulatory elements within TADs, although they do have distinct preferences for specific types of elements. The common feature at these *cis-*regulatory elements is enrichment of cohesin, suggesting a role for loop extrusion in mediating these interactions. In line with this hypothesis, we find that differential cohesin binding correlates well with the interaction frequencies between CBSs (Fig. 2g,h), with coefficients of 0.6. These correlations are lower compared to enhancer–promoter interactions (Fig. 1i), which may be explained by the larger dynamic range in interactions between enhancers and promoters through differentiation compared to CBSs. Of note, we find that CBS interaction frequencies correlate better with cohesin binding than with CTCF binding itself (Extended Data Fig. 2g,h), which is in agreement with the more constitutive binding patterns of CTCF.

### Dynamic hub formation and dissolution during differentiation

The MCC data show complex interaction patterns involving multiple promoters, enhancers and CBSs in the targeted regions. However, because MCC is based on the detection of pairwise interactions, these data cannot resolve how these elements interact together in higher-order 3D chromatin structures. To analyze 3D interactions between *cis*-regulatory elements, we used the Tri-C technique to measure multi-way interactions in the 51 targeted regions of interest. Tri-C uses the restriction enzyme NlaIII for chromatin digestion and therefore generates lower-resolution data compared to MCC, which complicates direct quantitative comparisons between these datasets. Because Tri-C requires the restriction fragments at the targeted viewpoints to be relatively small (<300 bp) to facilitate efficient detection of multiple interactions^37^, we targeted enhancers instead of promoters to assess multi-way enhancer–promoter interactions, as this provides more flexibility to select suitable viewpoints. In addition to enhancers, we targeted bCBSs in the selected regions. The Tri-C interactions are represented in viewpoint-specific contact matrices, in which the frequencies with which two chromatin fragments interact simultaneously with the viewpoint are plotted (Fig. 3a). Mutually exclusive interactions are depleted from these matrices, whereas preferential simultaneous interactions between *cis-*regulatory elements in higher-order structures are visible as enrichments at the intersections between these elements. Note that these matrices typically show strong signals along the proximity-excluded region at the viewpoint, which represent viewpoint-proximal interactions throughout the targeted region. As regions in close genomic proximity are expected to form strong interactions, these stripe patterns do not represent specific higher-order chromatin conformations.

**Fig. 3:**
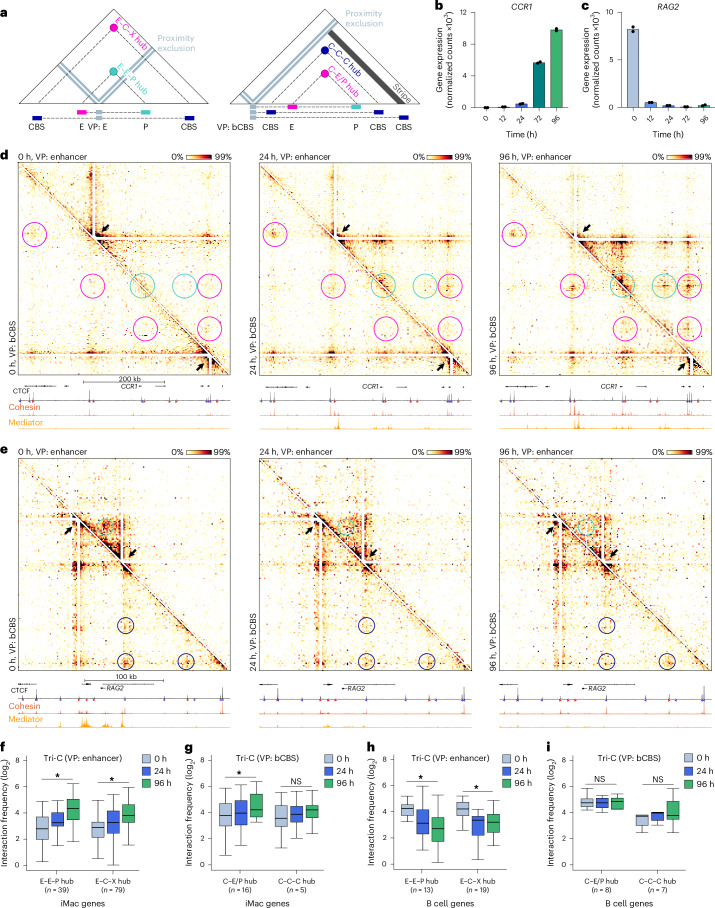
Dynamic chromatin hub formation and dissolution during differentiation. **a**, Schematic overview of Tri-C data visualization. Viewpoint (VP)-specific contact matrices show the frequencies at which two regions interact simultaneously with the viewpoints. Proximity signals around the viewpoint are excluded. Quantified regions for enhancer viewpoints include three-way interactions involving two enhancers and a promoter (E–E–P hubs) and three-way interactions involving an enhancer, a CBS and any other *cis*-regulatory element (E–C–X hubs). Quantified regions for the CBS viewpoints include three-way interactions involving three CBSs (C–C–C hubs) and three-way interactions involving a CBS and any combination of enhancers and/or promoters (C–E/P hubs). **b**, *CCR1* expression through transdifferentiation, as in Fig. 1b. **c**, *RAG2* expression through transdifferentiation, as in Fig. 1b. **d**, Tri-C contact matrices of the *CCR1* locus (chr3:45,902,299–46,427,299; 525 kb; 2.5-kb resolution; hg38) through transdifferentiation. The top right matrix shows Tri-C data from the viewpoint of an enhancer; the bottom left matrix shows the viewpoint of a bCBS. Viewpoints are indicated with white triangles and black arrows. E–E–P contacts are highlighted with cyan circles, E–C–X and C–E/P contacts are shown with magenta circles, and C–C–C contacts are shown with dark blue circles. Profiles below show CTCF ChIP–seq, MED26 ChIPmentation and SMC1A ChIPmentation. Axes are scaled to signal with the following ranges: CTCF, 0–10,069; cohesin, 0–2,960; Mediator, 0–6,075. **e**, Tri-C contact matrices of the *RAG2* locus (chr11:36,486,822–36,756,822; 170 kb; 1.5-kb resolution; hg38), as in **d**, with the following axis ranges: CTCF, 0–14,993; cohesin, 0–2,868; Mediator, 0–2,831. **f**, Multi-way interaction frequencies of E–E–P and E–C–X hubs in iMac-specific loci through transdifferentiation, as in Fig. 1f; E–E–P hubs, *P* = 1.2 × 10^−8^; E–C–X hubs, *P* = 4.5 × 10^−14^. **g**, Multi-way interaction frequencies of C–E/P and C–C–C hubs in iMac-specific loci, as in Fig.1f; C–E/P hubs, *P* = 6.1 × 10^−5^; C–C–C hubs, *P* = 0.14. **h**, Multi-way interaction frequencies of E–E–P and E–C–X hubs in B cell-specific loci, as in Fig. 1f; E–E–P hubs, *P* = 2.4 × 10^−4^; E–C–X hubs, *P* = 1.3 × 10^−4^. **i**, Multi-way interaction frequencies of C–E/P and C–C–C hubs in B cell-specific loci, as in Fig. 1f; C–E/P hubs, *P* = 0.64; C–C–C hubs, *P* = 0.031. Source data

The *CCR1* and *RAG2* loci provide representative examples of the establishment and dissolution of higher-order chromatin structures through lymphoid-to-myeloid transdifferentiation (Fig. 3b–e). At the *CCR1* locus, we observe the formation of a hub structure, characterized by simultaneous interactions between the enhancer viewpoint, the *CCR1* promoter and other enhancer clusters in the region (Fig. 3d, top matrix, cyan circles). Interestingly, we observe that the CBSs in the region are included in these hubs (Fig. 3d, top matrix, magenta circles), which can also be appreciated from the contact matrices from the viewpoint of the CBS at the downstream boundary of the *CCR1* TAD (Fig. 3d, bottom matrix, magenta circles). Both the enhancer and the CBS viewpoint in the *CCR1* locus show that cooperative interactions between the promoter, enhancers and CBSs in chromatin hubs form gradually over the differentiation course. Tri-C data in the *NFKBIZ* and *TRIB1* loci (Extended Data Fig. 3a,b) and quantification of the multi-way chromatin interactions across all upregulated loci (Fig. 3f,g) show a similar pattern of gradual chromatin hub formation. Analysis of the CBS contact matrices across the targeted loci shows that these are characterized by distinct interaction foci as well as stripes that emanate from CBSs throughout the region and likely represent active loop extrusion by cohesin molecules (Fig. 3d,e and Extended Data Fig. 3a–d). We observe that loci with relatively little CTCF binding, such as *NFKBIZ*, are characterized by CBS stripes, whereas CTCF-dense regions, such as *CCR1*, also form clear CBS foci. The *RAG2* locus shows that cooperative interactions between enhancers and promoters gradually dissolve as *RAG2* is downregulated (Fig. 3e, top matrix, cyan circles). By contrast, multi-way CBS interactions are relatively stable over the differentiation course (Fig. 3e, bottom matrix, dark blue circles), which is in line with the relatively stable pairwise CBS interactions identified by MCC (Fig. 1e,g). Quantification of the multi-way chromatin interactions shows a similar pattern across the targeted downregulated loci (Fig. 3h,i). We detect multi-way chromatin interactions with enhancers and CBSs in the majority of the targeted upregulated and downregulated loci (Extended Data Fig. 3e,f). Together, the Tri-C data therefore show that the clustering of *cis-*regulatory elements into higher-order chromatin hubs is a common feature of tissue-specific gene loci, and that these hubs form and dissolve dynamically as genes are upregulated and downregulated during cellular differentiation.

### CTCF is not required for pairwise enhancer–promoter interactions

The incorporation of CBSs into chromatin hubs suggests that CTCF may have a function in the formation of these hubs and, more generally, in the regulation of enhancer–promoter communication during cellular differentiation. To test this, we performed 3C experiments in iMacs after auxin-mediated CTCF depletion^47^ throughout the differentiation course (96 h; Fig. 4a). To confirm efficient depletion, we mapped CTCF binding in auxin- and control-treated iMacs (Extended Data Fig. 4a). In addition, we confirmed that the BLaER1 cells are still efficiently converted into iMacs in the absence of CTCF (Extended Data Fig. 4b).

**Fig. 4:**
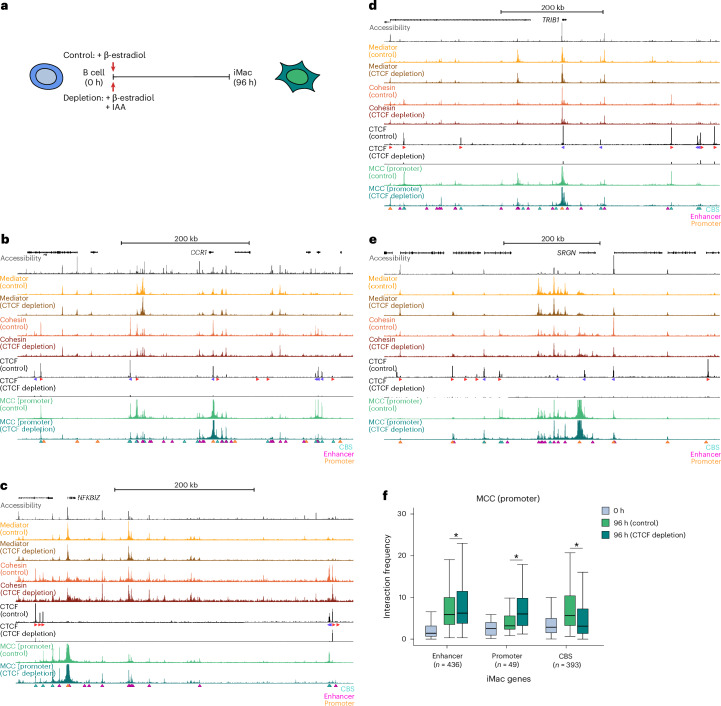
CTCF is not required for pairwise enhancer–promoter interactions. **a**, Schematic overview of CTCF depletion during lymphoid-to-myeloid transdifferentiation. IAA, indole-3-acetic acid. **b**, Chromatin interactions in the *CCR1* locus (chr3:45,902,299–46,427,299; 525 kb; hg38) in control and CTCF-depleted cells at 96 h after differentiation induction. From top to bottom: gene annotation, ATAC–seq, MED26 ChIPmentation, SMC1A ChIPmentation, CTCF ChIPmentation, MCC data from the viewpoint of the promoter. Axes are scaled to signal with the following ranges: accessibility, 0–1,565; Mediator, 0–1,463; cohesin, 0–975; CTCF, 0–468; MCC, 0–40. Annotation as in Fig. 1d. **c**, Chromatin interactions in the *NFKBIZ* locus (chr3:101,766,932–102,266,932; 500 kb; hg38), as in **b**, with the following axis ranges: accessibility, 0–4,883; Mediator, 0–760; cohesin, 0–367; CTCF, 0–286; MCC, 0–40. **d**, Chromatin interactions in the *TRIB1* locus (chr8:125,079,965–125,739,965; 660 kb; hg38), as in **b**, with the following axis ranges: accessibility, 0–8,276; Mediator, 0–1,858; cohesin, 0–1,660; CTCF, 0–468; MCC, 0–40. **e**, Chromatin interactions in the *SRGN* locus (chr10:68,884,514–69,234,514; 350 kb; hg38), as in **b**, with the following axis ranges: accessibility, 0–5,900; Mediator, 0–1,430; cohesin, 0–777; CTCF, 0–318; MCC, 0–50. **f**, Interaction frequencies of promoters of iMac-specific genes with enhancers, promoters and CBSs at 0 h and at 96 h in control and CTCF-depleted cells, as in Fig. 1f; enhancer, *P* = 4.1 × 10^−7^; promoter, *P* = 8.9 × 10^−7^; CBS, *P* = 7.2 × 10^−16^. Source data

To assess the effects of CTCF depletion on the gradual formation of enhancer–promoter interactions during lymphoid-to-myeloid transdifferentiation, we performed MCC with the gene promoters in the selected loci as viewpoints. Analysis of the *CCR1*, *NFKBIZ* and *TRIB1* loci shows that, as expected, CTCF depletion leads to a strong reduction in interactions between promoters and CBSs (Fig. 4b–d). By contrast, the interactions between promoters and enhancers in these loci are not strongly affected. As exemplified in the *TRIB1* and *SRGN* loci, we observe that many promoter–promoter interactions are increased after CTCF depletion, both within and beyond TAD boundaries (Fig. 4d,e). Systematic quantification of the MCC interactions shows similar patterns as in the described examples (Fig. 4f). Across upregulated loci, promoter–CBS interactions are weakened, enhancer–promoter interactions are relatively stable and promoter–promoter interactions are increased after CTCF depletion.

Given the strong correlation between differential Mediator and cohesin binding levels and enhancer–promoter interaction frequencies during differentiation, we performed additional ChIPmentation experiments after CTCF depletion to investigate whether we could explain the observed changes in interaction patterns by changes in the binding levels of Mediator and cohesin. As expected, CTCF depletion leads to a reduction in cohesin occupancy at CBSs (Fig. 4b–e). By contrast, we observe minor changes in the distribution of Mediator and cohesin at enhancers, which do not correlate well with the minor changes we observe in enhancer–promoter interactions after CTCF depletion (Extended Data Fig. 4c,d).

### CTCF supports the formation of chromatin hubs

To characterize the role of CTCF in the formation of chromatin hubs during cellular differentiation, we performed Tri-C analysis, with the enhancers in the selected loci as viewpoints. In stark contrast to the minor effects of CTCF depletion on enhancer–promoter interactions measured by MCC, the Tri-C contact matrices of the *CCR1*, *NFKBIZ* and *TRIB1* loci show drastic changes in higher-order 3D chromatin structures following CTCF depletion (Fig. 5a–c). In the absence of CTCF, the formation of cooperative interactions between the targeted enhancers and other *cis*-regulatory elements in these regions is impaired. Unsurprisingly, cooperative interactions that involve a CBS are most strongly reduced. However, interestingly, cooperative interactions involving only enhancers and promoters are also decreased. This effect appears stronger in CBS-dense regions (for example, *CCR1*) compared to regions with relatively little CTCF binding (for example, *NFKBIZ*), although it is detectable across all targeted regions. The loss of these interactions is unlikely to reflect changes in the distribution of the pairwise interactions with the targeted enhancer viewpoint, as the MCC data show that enhancer–promoter interactions remain relatively stable (and in some cases even increase) after CTCF depletion (Fig. 4f).

**Fig. 5:**
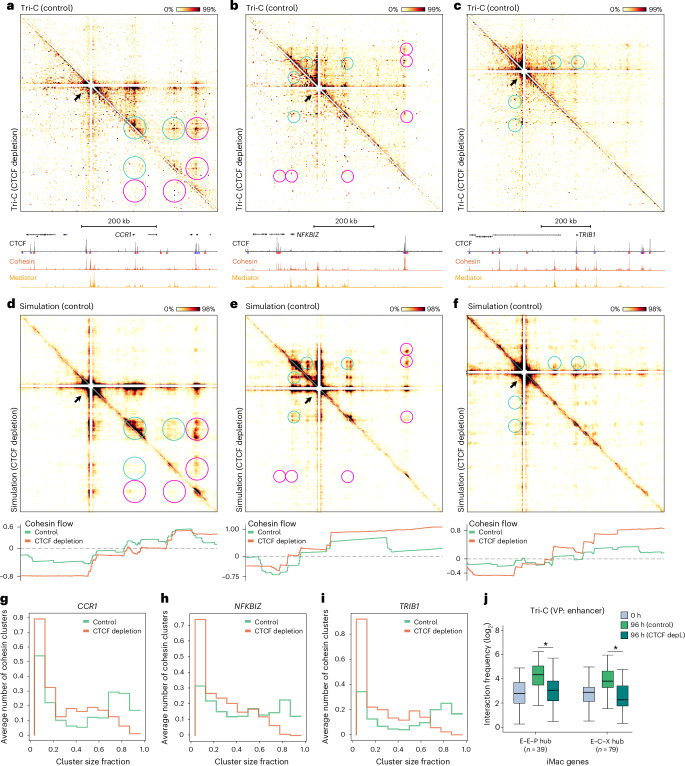
CTCF supports the formation of chromatin hubs. **a**, Tri-C contact matrices of the *CCR1* locus (chr3:45,902,299–46,427,299; 525 kb; 2.5-kb resolution; hg38) from the viewpoint of an enhancer in control (top right matrix) and CTCF-depleted (bottom left matrix) cells at 96 h after differentiation induction, as in Fig. 3d. **b**, Tri-C contact matrices of the *NFKBIZ* locus (chr3:101,699,405–102,350,405; 651 kb; 3.5-kb resolution; hg38), as in **a**, with the following axis ranges: CTCF, 0–5,547; cohesin, 0–1,773; Mediator, 0–2,252. **c**, Tri-C contact matrices of the *TRIB1* locus (chr8:124,988,732–125,788,732; 800 kb; 4-kb resolution; hg38), as in **a**, with the following axis ranges: CTCF, 0–12,178; cohesin, 0–2,129; Mediator, 0–5,726. **d**, Tri-C contact matrices of the *CCR1* locus generated with molecular dynamics simulations, as in **a**. The profile below shows cohesin flow (net number of cohesin molecules moving through the locus per minute) in control and CTCF-depleted conditions. Positive values indicate cohesin movement in the sense direction; negative values indicate the antisense direction; extreme values imply less constrained cohesin movement. **e**, Tri-C contact matrices of the *NFKBIZ* locus generated with molecular dynamics simulations, as in **b**,**d**. **f**, Tri-C contact matrices of the *TRIB1* locus generated with molecular dynamics simulations, as in **c**,**d**. **g**, Cohesin cluster size frequencies, measured as the fraction of the total number of molecules from the simulations of the *CCR1* locus. **h**, Cohesin cluster size frequencies in the *NFKBIZ* locus, as in **g**. **i**, Cohesin cluster size frequencies in the *TRIB1* locus, as in **g**. **j**, Frequencies of three-way interactions involving two enhancers and a promoter (E–E–P hub) and three-way interactions involving an enhancer, a CBS and any other *cis*-regulatory element (E–C–X hub) in iMac-specific loci at 0 h and at 96 h in control and CTCF-depleted (depl.) cells, as in Fig. 1f; E–E–P hubs, *P* = 7.1 × 10^−8^; E–C–X hubs, *P* = 9.3 × 10^−14^. Source data

We used molecular dynamics simulations of 3D chromatin folding in the *CCR1*, *NFKBIZ* and *TRIB1* loci to obtain a more comprehensive understanding of the effects of CTCF depletion. To this end, we built on our existing modeling framework^54,55^ to model a 2-Mb region around each of these three genes (Methods). From these simulations, we extracted multi-way interactions with the same enhancers that were used as Tri-C viewpoints and produced contact matrices that closely resemble the experimental Tri-C results (Fig. 5a–f and Extended Data Fig. 5a–c). In the presence of CTCF, the targeted enhancers engage in multi-way interactions involving both their cognate gene promoter and other enhancers as well as CBSs. Removal of CTCF from the models does not significantly affect extracted pairwise interactions (Extended Data Fig. 5d,e) yet fully reproduces the impairment of chromatin hub formation across these loci (Fig. 5a–f and Extended Data Fig. 5f,g). The models therefore allow us to investigate the underlying mechanisms by interrogating the distribution and net flow of extruding cohesin molecules in the three loci. Consistent with the cohesin ChIPmentation data (Fig. 1d,e,i), the simulations show that cohesin accumulates strongly at CBSs and weakly at active enhancers and promoters in control conditions (Fig. 5d–f, bottom, green tracks). In the absence of strong CTCF-bound insulation sites, cohesin flows more freely (Fig. 5d–f, bottom, orange tracks), which results in a marked reduction of cohesin clustering to essentially only pairwise interactions (Fig. 5g–i). These analyses therefore suggest that, in the absence of relatively long-lived CTCF residence at CBSs, the spatiotemporal clustering of cohesin changes such that the formation of higher-order chromatin hubs is no longer supported. Importantly, the other upregulated loci show similar patterns as the *CCR1*, *NFKBIZ* and *TRIB1* loci. Cooperative interactions in CTCF-depleted iMacs are strongly reduced, with interactions directly involving CBSs (or elements in close vicinity to CBSs) most strongly affected (Fig. 5j and Extended Data Fig. 5h–m). Together, these results indicate that CTCF-mediated interactions provide a scaffold for the formation of chromatin hubs during cellular differentiation.

### Chromatin hubs are dispensable for gene regulation

To investigate the function of CTCF-dependent chromatin structures in gene regulation, we measured the effects of CTCF depletion during lymphoid-to-myeloid transdifferentiation on gene expression. 

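RNA-seq was performed in BLaER1-CTCF-mAID cells, a subclone of the B cell leukemia line in which CTCF carries an auxin-inducible degron, so that the auxin indole-3-acetic acid (IAA) triggers degradation of the CTCF protein. The 6 libraries comprise 2 biological replicates in each of 3 conditions: cells before differentiation (0 h), cells 96 h after differentiation induction without IAA (96 h control) and cells at 96 h to which 500 µM IAA was added together with the transdifferentiation factors (96 h CTCF-depleted). Libraries were made from total RNA after depletion of ribosomal RNA, so that transcripts without a poly(A) tail are included. The authors aligned the reads to hg38 with STAR, counted them per gene with featureCounts and deposited the raw counts, without normalization, for genes listed by symbol. The paper describes counting over protein-coding exons. Of the 14758 genes tested here, 12465 are annotated as protein-coding in GENCODE release 44, 964 as another type, and the remaining symbols were not matched to that annotation. The total count was 9273470 and 12718780 in the 0 h libraries, 11695516 and 11267539 in the 96 h control libraries and 11001175 and 10911481 in the CTCF-depleted libraries. In each condition, the counts of the 2 replicates differed by more than sampling noise, with chi-square values per degree of freedom of 2.81, 1.94 and 1.74, and they were used as separate samples. Counts were normalized with edgeR's TMM method, genes with too few counts were removed with edgeR's filterByExpr, and all 6 libraries entered 1 quasi-likelihood model. Genes were called differentially expressed at the thresholds that the paper states, an adjusted p-value below 0.01 and an absolute log2 fold change above 0.6. With 2 libraries in each group, a permutation test of a single gene cannot give a two-sided p below 0.333, so that the p-values rest on the spread that edgeR estimates across genes. The common biological coefficient of variation was 3.96%. *CTCF* (chromosome 16, 67562467 to 67639177, hg38) itself had 2048 and 1875 counts in the control libraries and 2062 and 2051 counts in the CTCF-depleted libraries. This corresponds to 177 ± 5.03 and 189.9 ± 1.41 CPM (counts scaled to library size; SD, n = 2 each), a log2 fold change of 0.10 (standard error 0.05, adjusted p = 0.119 from edgeR's quasi-likelihood test). The degron acts on the protein, and the transcript counts do not measure how far CTCF was depleted.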

In agreement with previous reports^47,56,57^ and with the observation that BLaER1 cells still efficiently transdifferentiate into iMacs in the absence of CTCF (Extended Data Fig. 4b), we find that CTCF depletion has modest effects on gene expression during lymphoid-to-myeloid transdifferentiation (Fig. 6a). 

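At the thresholds above, 3748 genes were higher and 3376 genes were lower at 96 h in control cells than at 0 h; these are referred to as iMac-specific and B cell-specific genes. Of the alternatives, an adjusted threshold of 0.05 without a fold change threshold moved these counts most, to 5612 and 5500 genes in edgeR. In CTCF-depleted cells, 3290 of the 3748 iMac-specific genes (87.8%) were also called higher than at 0 h, and 2906 of the 3376 B cell-specific genes (86.1%) were also called lower. Both comparisons use the same 0 h libraries. CTCF-depleted libraries were also simulated from the 0 h levels. In these, 0 of 3859 simulated iMac-specific genes and 0 of 3470 simulated B cell-specific genes were called in this way. Of them, 105 and 116 had an unadjusted p below 0.05 in the same direction. Few calls follow from this setting, in which no gene differs from 0 h, and it does not address a partial loss of differentiation. The direction of change, regardless of significance, was kept for 3709 iMac-specific genes (99.0%) and for 3310 B cell-specific genes (98.05%). Only 6 iMac-specific and 13 B cell-specific genes were called in the opposite direction relative to 0 h. The median log2 fold change relative to 0 h of the iMac-specific genes was 1.58 in control and 1.59 in CTCF-depleted cells, and that of the B cell-specific genes was -1.18 and -1.32. After conversion to Z scores across the 6 libraries, the median of the iMac-specific genes was 0.65 and 0.67 in the control replicates and 0.63 and 0.61 in the CTCF-depleted replicates, compared to -1.26 in both replicates at 0 h. For the B cell-specific genes, the median Z scores were -0.55 and -0.57 in control, -0.68 and -0.70 in CTCF-depleted and 1.24 and 1.22 in 0 h libraries. Across the 14758 tested genes, the log2 fold changes relative to 0 h with and without CTCF had a Pearson's r of 0.952 and a Spearman's rho of 0.918; this is a correlation across genes, which are not independent replicates, and it is raised by the shared 0 h libraries.

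**Figure D1:**
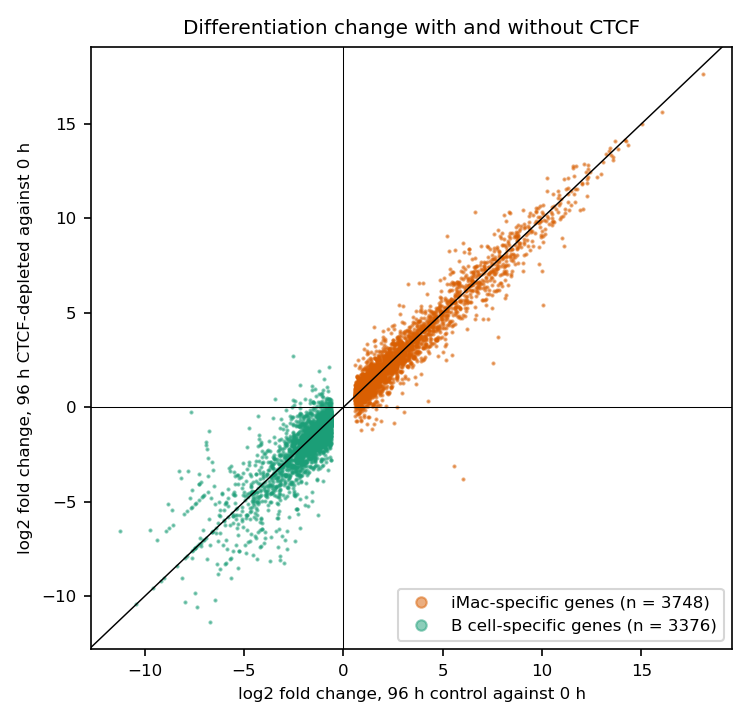
Log2 fold change at 96 h relative to 0 h in control cells (x axis) and in CTCF-depleted cells (y axis). Each point is 1 of the 3748 iMac-specific genes (orange) or 3376 B cell-specific genes (green), and the diagonal marks equal changes; 3709 and 3310 of these genes lie on the same side of 0 in both comparisons.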

Upon CTCF depletion, 718 genes are significantly downregulated and 558 genes are significantly upregulated, with a log_2_ (fold change) < 2 for 90% of the significantly differentially expressed genes (Extended Data Fig. 6a and Supplementary Table 2). 

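Comparing the 96 h CTCF-depleted with the 96 h control libraries, 1038 of the 14758 tested genes were lower and 798 were higher. Over all tested genes, both CTCF-depleted libraries lay beyond both control libraries in 10009 genes (67.8%), compared to 33.3% expected by chance for 2 against 2 libraries. The 33.3% holds for a single gene. Genes are not independent replicates, and any difference between the libraries that many genes share can raise this percentage. The choice that moved the counts most was the threshold: at an adjusted p below 0.05 without a fold change threshold, 3330 genes were lower and 2375 were higher. In 20 simulations of libraries without an effect of CTCF depletion, the median number of genes called was 0, and 718 genes had an unadjusted p below 0.05. The absolute log2 fold change was below 2 for 1643 of the 1836 genes, or 89.5% (Wilson 95% confidence interval 88.0% to 90.8%), and below 1 for 991 genes (54.0%). Its median was 0.91 among the lower and 1.03 among the higher genes. With each of the 4 libraries left out in turn, between 1722 and 1734 of the 1836 genes retained their direction and an absolute log2 fold change above 0.6. The smallest adjusted p-values among the higher genes belonged to *EGR1*, *GPRIN3*, *ABLIM1*, *SPTLC2* and *OLFML2A*. *EGR1* (chromosome 5, 138465479 to 138469303, hg38) rose from 13.8 ± 0.04 to 108.0 ± 6.33 CPM (SD, n = 2 each), a log2 fold change of 2.96 (standard error 0.09, adjusted p = 8.81e-33 from edgeR's quasi-likelihood test); at 0 h it stood at 160.6 ± 21.8 CPM (SD, n = 2). The log2 fold changes of the other four genes ranged from 1.36 (*SPTLC2*) to 3.36 (*ABLIM1*). Among the lower genes, the smallest adjusted p-values belonged to *DDIT4*, *N4BP2*, *HIST1H3B*, *FAM198B* and *HIST1H2AG*. *FAM198B* (chromosome 4, 158124474 to 158173318) decreased from 159 to 53.5 CPM, a log2 fold change of -1.57 (standard error 0.07, adjusted p = 9.52e-26 from the edgeR test). *HIST1H3B* and *HIST1H2AG* belong to a family of near-identical genes between which reads can be split by the counting.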

Differentially expressed genes are enriched for B cell- and iMac-specific genes and are more likely to have a CBS near their promoter and to be regulated by distal enhancers compared to unaffected genes (Extended Data Fig. 6b–e). However, interestingly, we do not generally observe a significant decrease in gene expression in the upregulated gene loci in which we observe a strong impairment in chromatin hub formation, including *CCR1*, *NFKBIZ* and *TRIB1* (Extended Data Fig. 6a). This suggests that CTCF-dependent chromatin hubs do not have a critical role in the regulation of gene expression during cellular differentiation.

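Of the 3748 iMac-specific genes, 612 (16.3%) were differentially expressed upon CTCF depletion, 346 of them lower and 266 higher. Of the 3376 B cell-specific genes, 584 (17.3%) were differentially expressed, with 376 lower and 208 higher. Among the 7634 genes that did not pass the thresholds between 0 h and 96 h in control cells, 640 (8.38%) were differentially expressed, with 316 lower and 324 higher. The odds of being changed by CTCF depletion were thus 2.21 times as high for tissue-specific genes as for other genes (two-sided Fisher's exact test across genes, p = 2.24e-54; genes are not independent replicates). The background comprised all tested genes. Not each of them could have been called in both comparisons, since the filter keeps genes without counts in some conditions. *PRAME*, for example, had 0 counts in each 0 h and control library. With at least 10 counts in every library, the odds ratio was 2.14. The alternative that moved the odds ratio most was to define tissue-specific genes from the CTCF-depleted instead of the control cells at 96 h, which gave 4.17. Under this definition, a change by CTCF depletion can itself place a gene among the tissue-specific genes, so that this value is raised by construction. When as many other genes were drawn at the same mean expression, in 20 bins, 1089 of 6697 tissue-specific genes and 571 of 6697 other genes were changed, an odds ratio of 2.08. Both comparisons share the 96 h control libraries. In simulated libraries without an effect of CTCF depletion, as many genes with the smallest p-values gave an odds ratio of 1.06 (median of 20 simulations). The proximity of these genes to CBSs and distal enhancers, which the paper derives from other data, was not analysed here.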

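Of the 51 targeted promoters, 36 belong to iMac-specific and 15 to B cell-specific loci. For the iMac-specific genes, 35 could be tested; *CCL2* had at most 4 counts in any library. Upon CTCF depletion, 7 of these genes were lower and 6 were higher at the thresholds for differential expression, and 22 passed neither. The same 7 lower and 6 higher genes were obtained when p-values were adjusted over the list alone. Without the fold change threshold, the adjusted p was below 0.01 for 27 genes over all genes tested and for 28 genes adjusted over the list alone. With DESeq2, 19 genes were below 0.01 over all genes tested. The log2 fold changes ranged from -1.51 to 1.02 with a median of 0.07, and 16 were below 0 and 19 above. In absolute numbers, an adjusted threshold of 0.05 without a fold change threshold moved the counts most, to 15 lower and 13 higher genes. As a ratio, the higher genes moved most with the log2 fold change threshold at 1, to 1 gene. The lower genes moved most as a ratio with glmTreat, a test against the fold change threshold, to 3 genes. *CCR1* (chromosome 3, 46201711 to 46208313, hg38) measured 35.5 ± 2.10 CPM in control and 48.2 ± 4.27 CPM in CTCF-depleted cells (SD, n = 2 each), a log2 fold change of 0.44 (standard error 0.09, adjusted p = 5.22e-05 from edgeR's quasi-likelihood test), which is below the fold change threshold. With DESeq2, the adjusted p of *CCR1* was 0.0152, and over the alternatives it ranged from 6.43e-07 to 0.0152. *NFKBIZ* (chromosome 3, 101827991 to 101861022), which overlaps *NXPE3* on the same strand in the annotation, measured 195 ± 1.33 and 257 ± 6.06 CPM, a log2 fold change of 0.40 (standard error 0.05, adjusted p = 3.99e-09 from edgeR), also below the threshold. *TRIB1* (chromosome 8, 125430358 to 125438403) increased from 177.5 ± 4.06 to 289 ± 14.4 CPM and passed both thresholds, with a log2 fold change of 0.70 (standard error 0.05, adjusted p = 2.51e-17 from edgeR). In each of these 3 genes, both CTCF-depleted libraries exceeded both control libraries. *SRGN* (chromosome 10, 69088103 to 69104805), the targeted gene with the highest expression in control cells at 96 h, decreased from 1907 ± 27.5 to 1265 ± 33.8 CPM, a log2 fold change of -0.59, just short of the fold change threshold. The largest decrease was that of *DDIT4* (chromosome 10, 72273919 to 72276036), from 329.5 to 116 CPM, with a log2 fold change of -1.51 (standard error 0.06, adjusted p = 1.17e-29 from edgeR). The other lower genes were *IL10RA*, *MPEG1*, *IRF8*, *RBM47*, *TRPS1* and *TNFRSF1B*, and the other higher genes included *EPS8*, *CITED2*, *KLF6* and *FRAT2*. *MPEG1* and *RBM47*, at 5.80 and 7.43 CPM in control cells, were not called by DESeq2 (adjusted p = 0.0646 and 0.0616). Over the alternatives, the adjusted p from edgeR or DESeq2 ranged from 2.09e-04 to 0.0646 for *MPEG1* and from 7.78e-05 to 0.0616 for *RBM47*. *TNFRSF1B* fell to a log2 fold change of -0.60 in the fit without a filter on low counts and in the fit of the 4 libraries at 96 h, and was not called there. Of the 15 B cell-specific genes, 4 were lower, *IGLL5*, *IGLL1*, *RORB* and *IL7R*, and 0 were higher, with 2 genes higher at an unadjusted p below 0.05. The adjusted p was below 0.01 for 9 genes over all genes tested and for 10 genes adjusted over the list alone. *IGLL5* and *IGLL1* are paralogs that were below 3 CPM in control cells, and their reads can be split by the counting. From the lack of a general decrease at loci with impaired hubs, the paper proposes that hubs that depend on CTCF are not critical for gene expression in this system.

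**Figure D2:**
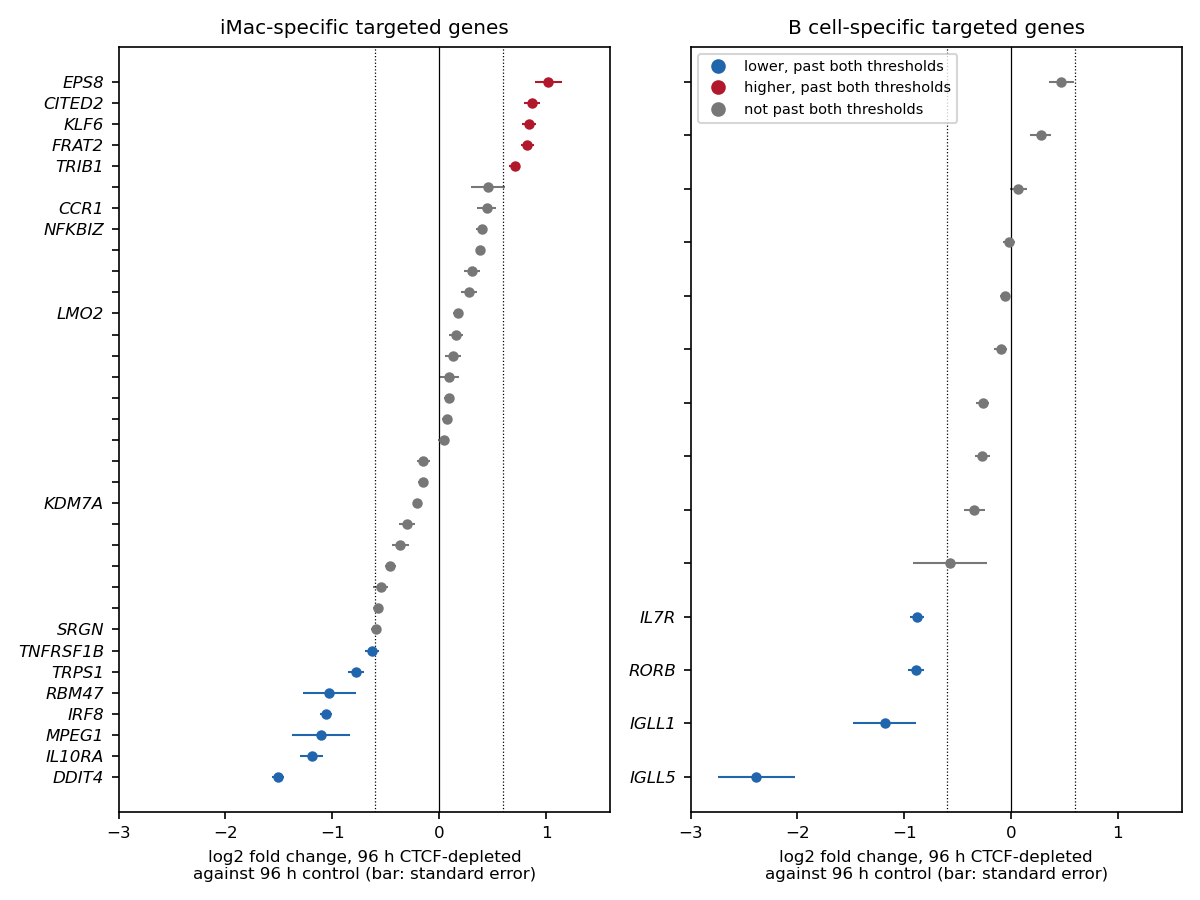
Log2 fold change (x axis) of targeted genes, 96 h CTCF-depleted against 96 h control, for 34 of the 35 tested iMac-specific genes (left) and 14 of the 15 tested B cell-specific genes (right), with names at the genes given in the text; bars are standard errors, colour marks genes past both thresholds and dotted lines mark a log2 fold change of -0.6 and 0.6. The iMac-specific genes range from -1.51 (*DDIT4*) to 1.02 (*EPS8*), and 22 of the 34 lie short of the thresholds.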

**Fig. 6:**
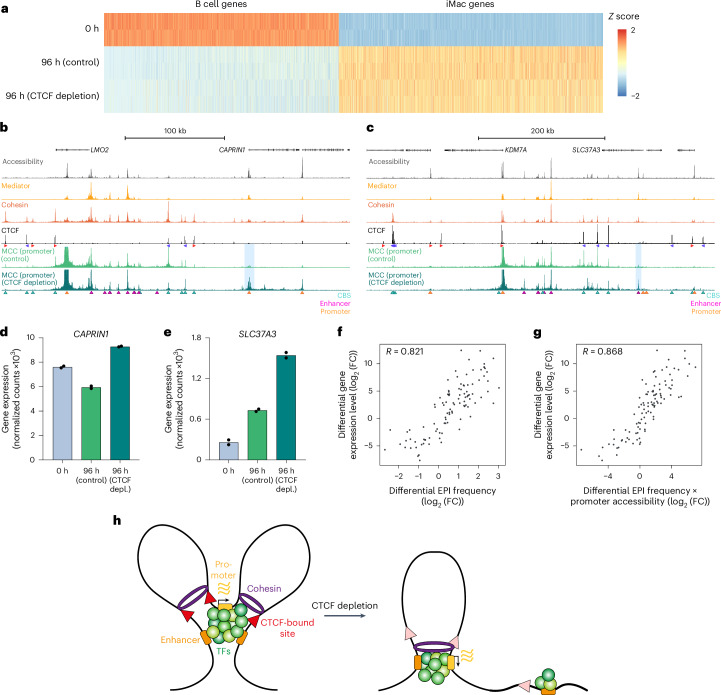
Pairwise enhancer–promoter interactions correlate with gene expression levels. **a**, Heatmap showing the *Z* score of normalized RNA counts of B cell-specific genes (*n* = 2,968) and iMac-specific genes (*n* = 3,341) at 0 h and at 96 h in control-treated and CTCF-depleted cells. RNA-seq experiments were performed in two biological replicates. **b**, Chromatin interactions in the *LMO2* locus (chr11:33,804,269–34,154,269; 350 kb; hg38) in control and CTCF-depleted cells at 96 h after differentiation induction. From top to bottom: gene annotation, ATAC–seq, MED26 ChIPmentation, SMC1A ChIPmentation, CTCF ChIPmentation, MCC data from the viewpoint of the promoter. Axes are scaled to signal with the following ranges: accessibility, 0–4,018; Mediator, 0–7,353; cohesin, 0–1,875; CTCF, 0–12,417; MCC, 0–40. Annotation as in Fig. 1d, with ectopic interactions in CTCF-depleted cells highlighted in light blue. **c**, Chromatin interactions in the *KDM7A* locus (chr7:139,961,429–140,511,429; 550 kb; hg38), as in **b**, with the following axis ranges: accessibility, 0–3,566; Mediator, 0–7,621; cohesin, 0–2,469; CTCF, 0–7,069; MCC, 0–40. **d**, *CAPRIN1* expression levels at 0 h and at 96 h in control-treated and CTCF-depleted cells, derived from RNA-seq data. Bars represent the average of two biological replicates; corresponding data points are shown as dots. **e**, *SLC37A3* expression levels, as in **d**. **f**, Correlation between differential expression levels and total enhancer–promoter interaction (EPI) frequencies (24 h versus 0 h and 96 h versus 0 h) based on Spearman’s correlation test. **g**, Correlation between differential expression levels and the product of total EPI frequencies and promoter accessibility levels, as in **f**. **h**, Graphical summary: extruding cohesin molecules are stalled at CBSs, promoters and enhancers; in the presence of CTCF (left), this leads to detectable clustering of these elements in chromatin hubs; in the absence of CTCF (right), these clusters form less frequently; however, enhancers still interact with their cognate promoters in a pairwise manner (example only shown for one of the two enhancers) and thereby maintain gene expression levels. TFs, transcription factors. Source data

### Pairwise interactions correlate with gene expression levels

It has previously been shown that CBSs contribute to the specificity of enhancer–promoter communication by preventing interactions between enhancers and promoters across TAD borders^58^. In agreement with this model, we observe that CTCF depletion leads to the formation of ectopic interactions in two of the targeted upregulated loci. In the *LMO2* locus, we observe increased interactions with the promoter of *CAPRIN1* (Fig. 6b); in the *KDM7A* locus, we observe increased interactions with *cis-*regulatory elements of the *SLC37A3* gene (Fig. 6c). These rewired interactions are associated with a significant increase in *CAPRIN1* and *SLC37A3* expression (Fig. 6d,e). In addition to the ectopic interactions in the *LMO2* and *KDM7A* loci, we find subtle changes in the interaction profiles in some of the other targeted loci, which are also associated with small changes in gene expression. For example, in the *IRF8* and *MAFB* loci, both enhancer–promoter interactions and gene expression levels are slightly decreased and increased, respectively, after CTCF depletion (Extended Data Fig. 6a,f,g). Furthermore, consistent with the observation that downregulated genes are more likely to have distal enhancers (Extended Data Fig. 6d), we find that decreased enhancer–promoter interactions upon CTCF depletion are more likely to be distal (>150 kb) from the promoter compared to increased enhancer–promoter interactions (Extended Data Fig. 6e).

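*CAPRIN1* (chromosome 11, 34051731 to 34102610, plus strand, hg38) had 6057 and 5989 counts in the control libraries and 9117 counts in each of the CTCF-depleted libraries. Expressed as CPM, this is 545 ± 14.2 and 842 ± 3.04 (SD, n = 2 each), with a log2 fold change of 0.63 (standard error 0.05, adjusted p = 9.47e-18 from edgeR's quasi-likelihood test). The fold change lay close to the threshold of 0.6 and remained above it, between 0.60 and 0.66, when each of the 4 libraries was left out in turn. At 0 h, *CAPRIN1* measured 689.9 ± 10.25 CPM (SD, n = 2). *SLC37A3* (chromosome 7, 140293693 to 140404433, minus strand) had 775 and 707 counts in control and 1549 and 1480 counts in CTCF-depleted libraries. It rose from 66.9 ± 2.07 to 139.9 ± 5.01 CPM (SD, n = 2 each), a log2 fold change of 1.06 (standard error 0.07, adjusted p = 4.03e-18 from edgeR), and stood at 23.5 ± 4.52 CPM at 0 h. The targeted gene of each locus changed less. *LMO2* (33858576 to 33892076, minus strand) went from 331 to 373 CPM, a log2 fold change of 0.17 (standard error 0.05, adjusted p = 0.00172 from edgeR). *KDM7A* (140084746 to 140176983, minus strand) went from 577 to 501 CPM, a log2 fold change of -0.20 (standard error 0.05, adjusted p = 1.82e-04 from edgeR). Of the other genes in the plotted *LMO2* region, *NAT10* and *ABTB2* had log2 fold changes of -0.03 and 0.11, neither different from 0 at this threshold. In the plotted *KDM7A* region, *TBXAS1* (139777051 to 140020325, plus strand), at the side of the region opposite to *SLC37A3*, also passed both thresholds, rising from 29.5 to 47.8 CPM with a log2 fold change of 0.70 (standard error 0.09, adjusted p = 3.97e-09 from edgeR). *PARP12*, *JHDM1D-AS1* and *MKRN1* had log2 fold changes of -0.02, 0.06 and 0.21.

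**Figure D3:**
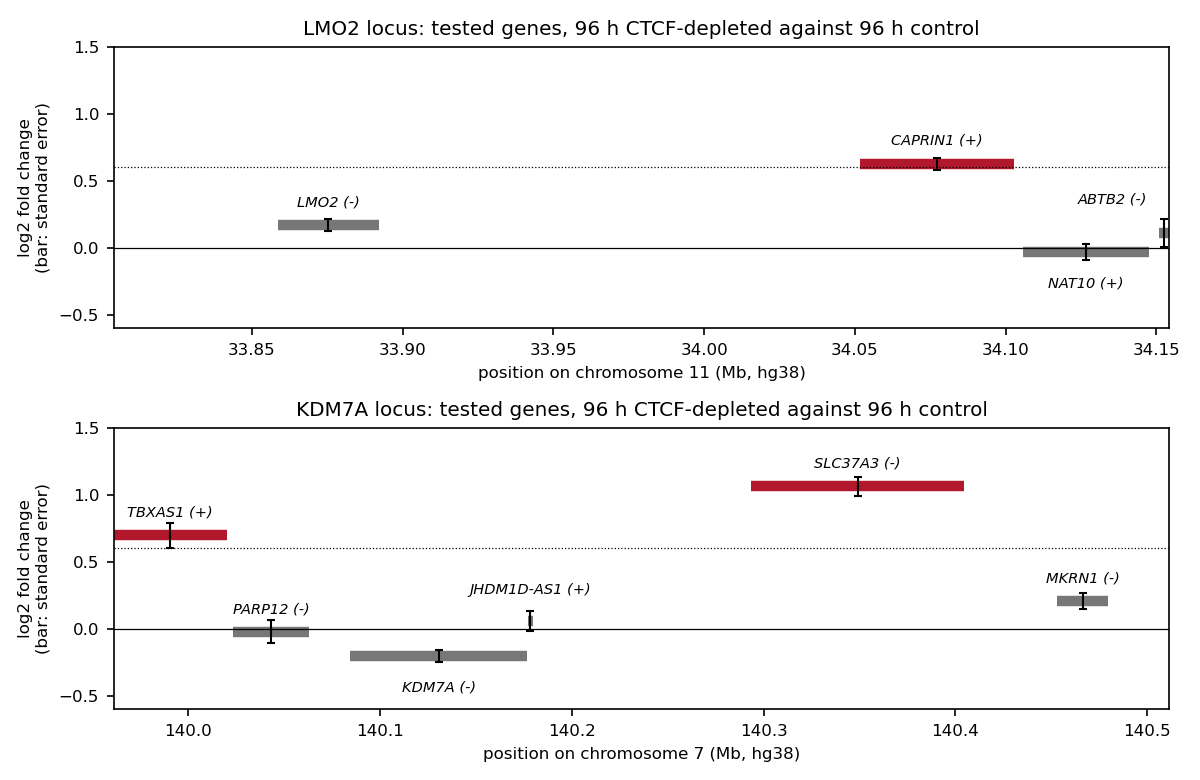
Log2 fold change (y axis), 96 h CTCF-depleted against 96 h control, of the tested genes in the plotted *LMO2* region (top) and *KDM7A* region (bottom), drawn at their positions (x axis, Mb, hg38) with their strand. Bars are standard errors, red marks genes past both thresholds, and the dotted line marks a log2 fold change of 0.6; *CAPRIN1* (0.63), *TBXAS1* (0.70) and *SLC37A3* (1.06) lie above it.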

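*IRF8* (chromosome 16, 85899116 to 85922606, hg38) had 4036 and 3698 counts in the control libraries and 1823 and 1814 counts in the CTCF-depleted libraries, compared to 147 and 144 counts at 0 h. This corresponds to 349 ± 9.72 and 168.0 ± 1.20 CPM at 96 h (SD, n = 2 each), with a log2 fold change of -1.06 (standard error 0.05, adjusted p = 5.13e-24 from edgeR's quasi-likelihood test). The log2 fold change stayed between -1.08 and -1.03 with each library left out in turn.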

It is of interest that both gene expression patterns and pairwise enhancer–promoter interactions are relatively stable after CTCF depletion and that the minor changes in gene expression following CTCF depletion can often be explained by changes in pairwise enhancer–promoter interaction frequencies. This suggests that basic contacts between enhancers and promoters (in the form of pairwise interactions) are more relevant for gene regulation than their cooperative interactions within chromatin hubs. To further explore the relationship between pairwise enhancer–promoter interactions and gene expression, we computed a total enhancer–promoter interaction score for the targeted gene promoters based on the MCC data through lymphoid-to-myeloid transdifferentiation. Interestingly, we find that changes in enhancer–promoter interactions correlate very well with changes in gene expression over the differentiation course, with a coefficient of 0.82 (Fig. 6f). Integration of the accessibility of the gene promoters further increases this correlation to a coefficient of 0.87 (Fig. 6g). Together, these results indicate that the gradual formation and dissolution of enhancer–promoter interactions are predictive of dynamic changes in gene expression during cellular differentiation but that these gene expression changes do not strongly depend on the higher-order configuration of enhancers and promoters in CTCF-dependent hub structures (Fig. 6h).

## Discussion

In this study, we characterize structural and functional features of the genome over the course of lymphoid-to-myeloid transdifferentiation. We find that interactions between promoters, enhancers and CBSs gradually form and dissolve in upregulated and downregulated gene loci during differentiation. For enhancer–promoter interactions, we find that their frequencies correlate well with changes in the levels of Mediator and cohesin binding at these elements. This is consistent with previous studies that have suggested a role for Mediator^59,60^ and cohesin-mediated loop extrusion^61–64^ in the formation of enhancer–promoter interactions. Analysis of multi-way interactions shows that the selected upregulated and downregulated gene loci are characterized by cooperative interactions between all classes of *cis-*regulatory elements in the locus, which gradually form and dissolve over the differentiation course. This indicates that chromatin hubs, which have thus far only been described at high resolution in a few selected loci^37,38^, are a common structural property of tissue-specific gene loci. Consistent with previous analyses based on multi-way 3C^38^ and imaging experiments^65^, we observe cooperative interactions between multiple CBSs, which likely reflect stacking of CBS-anchored loops into rosette structures. To better understand the role of CTCF in the formation of tissue-specific chromatin hubs, we investigate the effects of CTCF depletion over the differentiation course. Interestingly, we observe that depletion of CTCF leads to a strong reduction in cooperative interactions between all *cis-*regulatory elements. This shows that CTCF-dependent interactions provide a scaffold that is required for the formation of cooperative enhancer–promoter interactions in chromatin hubs.

In contrast to the impact of CTCF depletion on chromatin hubs, we observe that depletion of CTCF does not strongly affect pairwise enhancer–promoter interactions. CTCF depletion therefore allows us to separate the function of chromatin hubs and pairwise enhancer–promoter interactions in the regulation of gene expression during cellular differentiation. Consistent with previous CTCF perturbation studies^47,61,66–70^, we do not observe widespread misregulation of gene expression in the absence of CTCF. In most of the regions in which chromatin hubs are lost, gene expression is not significantly affected. By contrast, gene loci with significant changes in gene expression are often characterized by changes in pairwise enhancer–promoter interactions after CTCF depletion. This indicates that pairwise enhancer–promoter interactions have an important role in gene regulation, which is not dependent on their cooperative interactions in chromatin hubs. In agreement with our observations in the CTCF depletion experiments, we also show that changes in pairwise enhancer–promoter interaction frequencies are strongly correlated with changes in gene expression during differentiation. Of note, the correlation coefficients that we obtain are much higher than those in previous studies, which may be explained by the high resolution of our data. Because our data do not reveal any instances of preformed, permissive interactions, we conclude that pairwise enhancer–promoter interactions have an instructive role in gene regulation during lymphoid-to-myeloid transdifferentiation.

Consistent with the concept of distinct classes of functional CBSs^53^, we observe that ppCBSs interact more frequently with enhancers compared to bCBSs. In addition, we observe that genes with a ppCBS are more likely to engage in long-range interactions and to be downregulated upon CTCF depletion compared to genes without a ppCBS. These and previous observations^52^ suggest that ppCBSs may contribute to the formation of (distal) enhancer–promoter interactions. However, the general importance of ppCBSs for gene regulation remains unclear because we do not observe significant changes in gene expression in many of the targeted loci that contain a ppCBS and are characterized by long-range enhancer–promoter interactions. It is possible that there are subtle changes in the expression of these genes that are difficult to detect due to previously observed increased variability of gene expression in the context of cohesin and CTCF perturbations^65^. In addition, it is of interest that we observe a tendency for proximal enhancers to interact more frequently with their cognate promoters upon CTCF depletion. 

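For 43 of the 50 targeted genes that could be tested, Supplementary Table 1 lists a viewpoint at a CBS near the promoter (ppCBS), and for 7 it does not. Among the 43 genes with a ppCBS viewpoint, 10 (23.3%) were lower and 6 were higher upon CTCF depletion, and 27 were not differentially expressed. Among the 7 genes without such a viewpoint, 1 (14.3%) was lower, 0 were higher (1 at an unadjusted p below 0.05 in edgeR) and 6 were not differentially expressed. The share of lower genes was not distinguishable between the groups (two-sided Fisher's exact test, p = 1.0), and with 7 genes in one group the comparison has little power. It covers targeted genes only, classed by a listed viewpoint. The paper instead relates differential expression to a CBS near the promoter by comparing changed with unaffected genes, so that its result was not tested here. The difference in the share of lower genes, 8.97 percentage points, changed sign to -13.0 (-12.96) at an adjusted p below 0.05 without a fold change threshold. With DESeq2, which does not call *RBM47*, the lower gene without a ppCBS viewpoint, it was 20.9 points (two-sided Fisher's exact test, p = 0.322; from 0.322 to 1.0 over the alternatives).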

Although speculative at this stage, this could provide a mechanism to compensate for loss of long-range CTCF-dependent interactions and thereby to buffer gene expression changes after CTCF depletion.

The observation that cooperative interactions in chromatin hubs are strongly reduced in the absence of CTCF without a consistent effect on gene expression indicates that these hubs may not have an essential function in gene regulation. Our data therefore suggest that enhancer cooperativity is not strictly dependent on simultaneous action of enhancers at a gene promoter. This is consistent with a recent preprint based on imaging experiments that shows that hubs are rare^71^. Although not directly tested in our study, this may have implications for the theory that transcriptional activation is dependent on the recruitment of a critical concentration of transcription factors and coactivators by clustered *cis-*regulatory elements in nuclear condensates^13–16,72^. However, it is important to note that our conclusions mostly pertain to cooperativity between multiple clusters of enhancers in a locus, because the resolution of Tri-C is not sufficient to distinguish closely spaced enhancer elements within individual enhancer clusters. It is therefore possible that higher-resolution data and/or methods that are not dependent on proximity ligation uncover cooperative interactions that are CTCF independent and potentially more relevant for gene regulation. Furthermore, it is possible that CTCF-dependent hubs have a more pronounced function in specific cellular contexts or in regulating dynamic aspects of gene expression that are not reflected in RNA-sequencing (RNA-seq) data. In this regard, it is of interest that it has previously been shown that CTCF-depleted iMacs have impairments in their acute inflammatory response^47^.

Without a clear function in gene regulation, it is not obvious why CTCF-dependent chromatin hubs exist. Computational modeling of our data indicates that cooperative interactions between CBSs form as a result of cohesin-mediated loop extrusion. A relatively high density of extruding cohesin molecules and relatively stable stalling of cohesin at CBSs are in principle sufficient to explain the clustering of CBSs at the bases of multiple extruded loops, consistent with previously described rosette structures and CTCF clusters^38,65,73^. Cohesin also stalls at enhancers and promoters, which may depend on interactions with Mediator^50,59,60^ and RNA polymerase II (RNAPII)^54,74,75^. This may therefore lead to clustering of enhancers and promoters with the CBS anchors. However, because cohesin stalling at enhancers and promoters is less stable than at CBSs, cohesin-mediated loop extrusion may not lead to strong clustering of *cis*-regulatory elements in the absence of the relatively stable CTCF-mediated interactions. Our model therefore suggests that chromatin hubs form as a result of the strong boundary function of CBSs during loop extrusion. Despite the minor general role of CTCF in gene regulation, it has been shown that CTCF boundaries are critical for context-specific regulation of important gene loci and that their perturbation can have severe consequences for development and disease^76,77^. It is therefore plausible that clustering of *cis*-regulatory elements in chromatin hubs arises as a by-product of strong loop extrusion boundaries, which primarily function to regulate the specificity of enhancer–promoter communication.

The development of innovative technologies to map genome architecture has led to an increasingly better understanding of the dynamic 3D structures into which the genome is organized. While some of these structures may be critical for nuclear functions, such as transcription, replication and DNA repair, other structural features may more simply reflect the processes required to compact and organize the genome in the cell nucleus^78^. A remaining challenge therefore lies in distinguishing these two possibilities and relating genome structure to function. By combining a dynamic differentiation system, protein perturbation and high-resolution pairwise and multi-way analyses of chromatin interactions, our study decouples the function of pairwise enhancer–promoter interactions from their higher-order clustering in chromatin hubs in the regulation of gene expression. Further developments in technologies to map and perturb structural and functional features of the genome will allow for more detailed dissections of their cause–consequence relationships across biological contexts in the future.

## Methods

### Cell culture

BLaER1 (ref. ^45^) and BLaER1-CTCF-mAID^47^ cells were cultured in RPMI 1640 medium (Gibco, 31870025), supplemented with 10% FBS (Gibco, 10270106), 25 mM HEPES (Fisher Scientific, 15-630-080) and 2% GlutaMAX Supplement (Thermo Scientific, 35050038) at 37 °C with 5% CO_2_. The cells were kept in the range of 0.2–1.5 million cells per ml and passed to fresh medium every 2 d. To transdifferentiate the B cells into functional macrophages, fresh medium containing transdifferentiation factors (100 nM 17β-estradiol (Calbiochem, 3301), 10 ng ml^−1^ human IL-3 (PeproTech, 200-03) and 10 ng ml^−1^ human CSF-1 (PeproTech, 300-25)) was added. The cells were differentiated up to 168 h and collected at the specified time points. As a nondifferentiated control (B cell stage, the 0-h time point), the cells were cultured in medium without transdifferentiation factors. CTCF was depleted in BLaER1-CTCF-mAID cells simultaneously with inducing transdifferentiation. To achieve this, medium containing transdifferentiation factors and 500 µM IAA (Sigma-Aldrich, I5148), which was prepared freshly before use, was added to the cells. The cells were collected at the 96-h time point. To ensure that IAA was not degraded, after 48 h of culture, the medium was exchanged with fresh medium supplemented with transdifferentiation factors and IAA. BLaER1 and BLaER1-CTCF-mAID cell lines were obtained from T. Graf (Centre for Genomic Regulation, Barcelona, Spain) and G. Stik (Josep Carreras Leukaemia Research Institute, Barcelona, Spain).

### Micro-Capture-C

MCC experiments were performed in three biological replicates per condition using a procedure based on the published protocol^79^ that was further optimized for BLaER1 cells. Briefly, multiple aliquots of 15 million cells were cross-linked in 10 ml of culture medium with 2% formaldehyde (Thermo Fisher, 28908). Next, the cells were permeabilized with digitonin (0.0025%, Sigma-Aldrich, D141). Digestion was performed with MNase (NEB, M0247) in low-Ca^2+^ MNase buffer (10 mM Tris-HCl, pH 7.5, 10 mM CaCl_2_) for 1 h at 37 °C. After confirming efficient digestion, samples were ligated and decross-linked. DNA was extracted using the DNeasy Blood and Tissue Kit (Qiagen, 69504). Before sonication, samples were size selected to remove fragments corresponding to mononucleosomes using Mag-Bind TotalPure NGS beads (Omega Bio-tek, M1378-01). MCC libraries were sheared using a Covaris S220 Focused-ultrasonicator to a mean size of 200 bp (time, 280 s; duty factor, 10%; peak incident power, 175 W; cycles per burst, 200). Afterward, the sonicated DNA fragments were indexed using 2 µg DNA per indexing reaction. To increase library complexity, each reaction was indexed in duplicate in seven PCR cycles using Herculase II polymerase (Agilent, 600677). The duplicate reactions were pooled, and the libraries were enriched for viewpoints of interest in a double-capture procedure using the KAPA HyperCapture Reagent Kit (Roche, 9075828001). A total of 8 µg of indexed sample per biological replicate was used as input for the first capture. Oligonucleotides used for enrichment were 120 nucleotides long and were designed with the Python-based oligo tool^26^ (https://oligo.readthedocs.io/en/latest/). The oligonucleotides were ordered as a multiplexed panel of ssDNA 5′-biotinylated oligonucleotides (IDT, xGen Custom Hybridization Capture Panels). Each oligonucleotide of the panel was used at a final concentration of 2.9 nM. Captured DNA was pulled down using M-270 Streptavidin Dynabeads (Invitrogen, 65305) and amplified in 12 PCR cycles. All captured DNA was used as input for the second hybridization reaction. After library quality assessment with a fragment analyzer, the libraries were sequenced on the Illumina sequencing platform with 300 cycles of paired-end reads.

### Capture-C and Tri-C

Capture-C and Tri-C experiments were performed with two and three biological replicates per condition, respectively, following published protocols^80,81^. Briefly, multiple aliquots of 15 million cells were cross-linked in 10 ml of culture medium with 2% formaldehyde (Thermo Fisher, 28908). The aliquots were then divided into three digest reactions of 5 million cells and digested with the NlaIII restriction enzyme (NEB, R0125L). After subsequent proximity ligation and DNA extraction, the three reactions were combined and sheared using a Covaris S220 Focused-ultrasonicator. The 3C library (6–8 µg) in 130 µl TE buffer was sheared to a mean size of 200 bp for Capture-C experiments (time, 180 s; duty factor, 10%; peak incident power, 175 W; cycles per burst, 200) and 450 bp for Tri-C experiments (time, 55 s; duty factor, 10%; peak incident power, 140 W; cycles per burst, 200). After sonication, Tri-C samples were size selected with 0.7× volume of Mag-Bind TotalPure NGS beads (Omega Bio-tek, M1378-01) for fragments longer than 300 bp. To increase library complexity, indexing was performed for each sample in duplicate (2 × 2 µg of sheared sample). Capture-C samples were indexed in six PCR cycles, while Tri-C samples were indexed in seven PCR cycles. To enrich the libraries for ligated fragments containing viewpoints of interest, a double-capture enrichment was performed, as described for MCC. The oligonucleotides used in Capture-C experiments were 70 nucleotides long, while oligonucleotides used in Tri-C experiments were 120 nucleotides in length. In the first enrichment round, an input of 4 µg per biological replicate was used in Capture-C experiments. To increase the complexity of enriched fragments in Tri-C experiments, an input of 9 µg per biological replicate was used. Captured DNA was pulled down using M-270 Streptavidin Dynabeads (Invitrogen, 65305) and amplified in 11 PCR cycles. All captured material was used as input for the second enrichment reaction, which was performed in the same manner. The quality of the final libraries was assessed with a fragment analyzer, and the libraries were sequenced on the Illumina sequencing platform. Capture-C samples were sequenced with 150 cycles of paired-end reads, while Tri-C samples were sequenced with 300 cycles of paired-end reads.

### ChIPmentation

ChIPmentation experiments for CTCF were performed with two biological replicates per condition; ChIPmentation experiments for MED26 and SMC1A were performed with three biological replicates per condition during lymphoid-to-myeloid transdifferentiation and with two biological replicates per condition in CTCF-depleted and control cells. We followed a published protocol^48^, which we heavily optimized to improve the signal-to-noise ratio of the data. Briefly, aliquots of 1.5 million cells were cross-linked in a single fixation reaction with 1% formaldehyde (28908, Thermo Scientific) for 10 min at room temperature, quenched with ice-cold glycine (Sigma-Aldrich, G7126) at a final concentration of 125 mM and washed two times with ice-cold PBS. Fixed cells were first gently lysed with Farnham lysis buffer (5 mM PIPES, pH 8, 85 mM KCl, 0.5% NP-40) to isolate nuclei, which was followed by nuclear lysis with 0.5% SDS buffer (10 mM Tris-HCl, pH 8, 1 mM EDTA, 0.5% SDS). Next, chromatin was fragmented using an optimized procedure for each target. In the CTCF ChIPmentation experiments, chromatin was fragmented by sonication (time, 7 min; duty factor, 5%; peak incident power, 140 W; cycles per burst, 200). In all MED26 and SMC1A ChIPmentation experiments, chromatin was first fragmented by a titrated amount of MNase (2.5 Kunitz) and then gently sonicated (time, 1 min; duty factor, 2%; peak incident power, 105 W; cycles per burst, 200). To perform immunoprecipitation, a mixture of Protein A (10008D, Invitrogen) and Protein G (10003D, Invitrogen) Dynabeads in a 1:1 ratio was blocked with 0.5% BSA, washed and pre-incubated with 2 µg primary antibody (anti-CTCF, Diagenode, C15410210-50; anti-SMC1A, Abcam, ab9262; anti-MED26, Bethyl Laboratories, A302-370) and 1 µg spike-in antibody (Biozol, 61686) for 6 h at 4 °C. Sheared chromatin was diluted in IP buffer (10 mM Tris-HCl, pH 8, 1 mM EDTA, 150 mM NaCl, 1% Triton X-100, 1× Protease Inhibitor Cocktail (Sigma-Aldrich, 11873580001)) and added along with 50 ng *Drosophila* spike-in chromatin to the bead-bound antibodies. The samples were incubated overnight on a rotator at 4 °C and washed with stringent buffers the next morning. Sequencing adaptors were added to the bead-bound DNA by tagmentation with the Illumina Tagment DNA Enzyme and Buffer Kit (Illumina, 20034197). After washes, the bead-bound samples were decross-linked overnight at 65 °C in the presence of proteinase K (0.2 mg ml^−1^, final) and cleaned with 1.8× volume of Mag-Bind TotalPure NGS beads (Omega Bio-tek, M1378-01). The tagmented DNA was used for library preparation with the NEBNext High-Fidelity 2× PCR Master Mix (NEB, M0541). The quality of the libraries was assessed with a fragment analyzer, and the libraries were sequenced on the Illumina sequencing platform with 75 cycles of paired-end reads.

### RNA sequencing

RNA-seq was performed with two biological replicates per condition. Briefly, cells were collected in QIAzol Lysis Reagent (Qiagen, 79306). RNA was isolated using phenol–chloroform extraction, and the quality was assessed on a NanoDrop and a fragment analyzer. RNA (150 µg) for each sample was diluted in 130 µl RNase-free water and sheared using a Covaris S220 Focused-ultrasonicator (time, 10 s; duty factor, 1%; peak incident power, 100 W; cycles per burst, 200). Sonicated RNA (2 µl per sample) was purified with the miRNeasy Micro Kit (Qiagen, 217084) and treated with DNase I (Qiagen, 79254). Purified RNA (500 ng) was used to prepare sequencing libraries with the Illumina Stranded Total RNA Prep, Ligation with Ribo-Zero Plus kit (Illumina, 20040525). The quality of the libraries was assessed with a fragment analyzer, and the libraries were sequenced on the Illumina sequencing platform with 100 cycles of paired-end reads.

### Quantitative PCR with reverse transcription

Quantitative PCR with reverse transcription experiments were performed as previously described^46^. Briefly, cells were collected in 1 ml of QIAzol Lysis Reagent (Qiagen, 79306). Nucleic acids were isolated using phenol–chloroform extraction, and DNA was depleted using the TURBO DNA-free Kit (Thermo Fisher, AM1907) according to the manufacturer’s instructions. After confirming the quality of the RNA with an RNA ScreenTape (Agilent, 5067-5576), reverse transcription was performed with Maxima Reverse Transcriptase (Thermo Scientific, EP0741) with random hexamer primers. qPCR was performed with the SYBR Select Master Mix (Applied Biosystems, 4472908) using previously validated primer sequences^45^ (Supplementary Table 3) in a qTower 2.0/2.2 (Analytik Jena) thermocycler. The reaction parameters were as follows: 50 °C for 2 min, 95 °C for 2 min, (95 °C for 15 s, 60 °C for 60 s) repeated for 40 cycles. The data were normalized to the housekeeping gene *GAPDH*.

### Flow cytometry

To monitor changes in cell surface markers during lymphoid-to-myeloid transdifferentiation, flow cytometry experiments were performed at different differentiation stages. Cells were collected, washed with PBS and blocked with human Fc Receptor Binding Antibody (1:5, eBioscience, 16-9161-73) for 20 min at 4 °C. Next, cells were stained with anti-CD19–APC-Cy7 (1:20, BD Pharmingen, 348794) and anti-CD11b–APC (1:5, BD Pharmingen, 550019) antibodies for 30 min at 4 °C. After washing with PBS, the cells were analyzed on a Sony SH800 cytometer. The data were analyzed with FlowJo (version 10.8.1).

### Analysis of Micro-Capture-C data

MCC data were processed using the MCC pipeline (hg38 genome assembly)^36^. After sequence alignment with Bowtie 2 (ref. ^82^), BAM files from all replicates were merged. Because capture oligonucleotide-mediated enrichment is performed in a single hybridization reaction containing all multiplexed samples, the capture efficiency of each viewpoint is similar across samples; interaction profiles from the same viewpoint are therefore comparable across samples. To make the interaction profiles of the different viewpoints comparable, the interaction profiles were normalized for an equal number of interactions on the chromosome containing the viewpoint to correct for potential variation in the enrichment efficiency of the different capture oligonucleotides. Statistical comparisons between samples were made per viewpoint and therefore not influenced by potential variability between viewpoints. Peaks were called with MACS2 (ref. ^83^) (version 2.1.2), using a *q* value of 0.05 and without building a shifting model. Peaks from three time points were combined and collapsed into a single unified peak set. Before peak annotation, the called peaks were filtered to exclude peaks outside a ±2-Mb region surrounding the viewpoint and within ±1 kb of the viewpoint. MCC peaks were annotated as CBSs, promoters or enhancers based on their overlap with relevant genomic features. CBSs were defined by overlap with CTCF ChIP–seq peaks. Promoters were defined by overlap with ATAC–seq peaks located within ±500 bp of the transcription start site of an expressed gene. In the remaining peaks, enhancers were defined by their overlap with H3K27ac ChIP–seq peaks. Transient enhancers were defined as the enhancers of B cell-specific genes with increased Mediator occupancy over the differentiation course. To quantify MCC interaction frequencies, MCC bigWig tracks were imported into R (version 4.2.0), and the coverage values per base pair over MCC peaks were extracted using the R package rtracklayer (version 1.56.1). The interaction frequency of every MCC peak was measured by calculating the average of the highest 70% of base pair bigWig coverage values. For quantification of the proportion of interactions of promoter, ppCBS and bCBS viewpoints with *cis-*regulatory elements across the targeted loci (Fig. 2f), CBS viewpoints were classified as ppCBS (and not bCBS) in case they were proximal to both a promoter and a boundary. Similar to quantification of the MCC signal, the occupancy of SMC1A, MED26 and CTCF at annotated MCC peaks was quantified by extracting the coverage information from the corresponding bigWig files and calculating the average of the highest 70% of base pair coverage values across the MCC peaks.

### Analysis of Capture-C and Tri-C data

Capture-C and Tri-C data were analyzed using the CapCruncher pipeline^80^ (version 0.2.3) in capture mode (hg38 genome assembly). Data from all replicates were merged. Capture-C data were normalized as described for MCC. For Tri-C analysis, a custom script was used to extract reads with two or more *cis* reporters. These reads were used to calculate multi-way interaction counts between reporter fragments for each viewpoint. Contact matrices in which multiple three-way interactions were calculated from reads containing more than three reporters did not show any qualitative differences compared to contact matrices in which only a single three-way interaction per read was included. All detected three-way interactions were therefore included in the contact matrices to boost the complexity of the data. The interaction counts were binned in 1,500–4,000-bp bins and corrected for the number of restriction fragments present in each bin. The matrices were further normalized for the total multi-way interaction counts within a 2-Mb region (which was corrected for the number of restriction fragments present in the region) surrounding the viewpoint. To quantify the interaction frequencies between two regions of interest, a 3 × 3 binning matrix surrounding the pair of regions of interest was extracted from the normalized contact matrices and averaged.

### Analysis of ChIPmentation data

ChIPmentation data were analyzed with the NGseqBasic pipeline^12^ (hg38 genome assembly). After sequence alignment and deduplication, bigWig coverage tracks were generated with the deepTools (version 3.3.0) bamCoverage function using a binning size of 10 bp. CTCF ChIPmentation coverage tracks were normalized using spike-in read count, while SMC1A and MED26 coverage tracks were normalized using RPKM. Coverage tracks of replicates were merged using UCSC bigWigMerge (version 2).

### Analysis of RNA-seq data

RNA-seq data were processed using the nf-core/rnaseq pipeline (version 3.12.0, hg38 genome assembly). After sequence alignment with STAR^84^ (version 2.6.1d), the expression of protein-coding exons was quantified with featureCounts (version 2.0.6). DESeq2 (ref. ^85^) (version 1.36.0) was used to perform differential gene expression analysis, with a threshold of adjusted *P* value < 0.01 and absolute log_2_ (fold change) > 0.6. To compare the genomic landscapes and enhancer distributions of differentially expressed genes with those of stable genes upon CTCF depletion, promoters and enhancers were paired based on the previously described TAD pairing strategy^46^, in which promoters and enhancers within the same TAD are paired if the Spearman’s correlation coefficient between mRNA and eRNA read counts during transdifferentiation is higher than 0.4. The distances between all paired promoters and enhancers were plotted in the distance distributions (Extended Data Fig. 6d).

### Correlation analyses

Spearman rank correlation was used to measure the association between changes in pairwise chromatin interactions and changes in various features of interest, including SMC1A, MED26 and CTCF occupancy, H3K27ac levels and eRNA expression. Changes in interaction frequencies and different signals at corresponding MCC peaks were calculated at 24 h and 96 h relative to the baseline at 0 h. To correlate pairwise enhancer–promoter interaction frequencies and gene expression levels, a total enhancer–promoter interaction score was defined for every targeted promoter as the sum of the signal of the enhancer peaks in the MCC interaction profiles. For all targeted loci, changes in gene expression levels, total enhancer–promoter interaction scores and the products of the total enhancer–promoter interaction scores and promoter accessibility, based on TT-seq, MCC and ATAC–seq data, were calculated. Changes at 24 h and 96 h were calculated relative to the baseline at 0 h. Spearman rank correlation coefficients were computed to investigate the relationship between changes in pairwise enhancer–promoter interactions and changes in gene expression levels during lymphoid-to-myeloid differentiation as well as the relationship between changes in MED26 and SMC1A occupancy and pairwise enhancer–promoter interactions after CTCF depletion.

### Molecular dynamics simulations

Two-megabase regions around the *CCR1*, *NFKBIZ* and *TRIB1* loci were modeled based on a previously described modeling framework^54,55^ using the multipurpose EspressoMD package^86^. Briefly, the chromatin fiber is modeled as a self-avoiding polymer chain consisting of equisized beads representing 2 kb of chromatin. Beads were classified as binding the transcription machinery (that is, promoters and enhancers, based on Mediator ChIPmentation peaks), binding CTCF (based on CTCF ChIPmentation peaks, including motif orientation), as transcribed genic regions (gene bodies of active genes, based on TT-seq data) or as neutral (with none of the above-mentioned features). Polymers were used in molecular dynamics simulations in a 3D space following Langevin equations to model the thermal motion of chromatin and its binding factors in an implicit solvent (the nucleoplasm) with the following postulations^54^: (1) the transcription machinery has affinity for promoters and enhancers and traverses gene bodies; (2) components of the transcription machinery (RNAPII, Mediator) also have affinity for each other to simulate condensate formation; (3) cohesin complexes can bind anywhere on the polymer and extrude loops but have a preference for loading at enhancers and promoters. To account for the experimentally observed accumulation of cohesin at CTCF- and Mediator-bound sites, extrusion of loops by cohesin stalls when encountering a CTCF-bound site with a motif oriented toward the direction of extrusion or when meeting the transcription machinery. By dynamically forming and dissolving protein–chromatin bonds, this framework simulates chromatin loop extrusion by the cohesin complex and traversing of RNAPII during transcription. The rates of loop extrusion and RNAPII translocation along chromatin were set within the range of experimentally deduced values (RNAPII, 1–5 kb min^−1^; cohesin, 15–30 kb min^−1^)^55^. RNAPII–cohesin and cohesin–cohesin crossing rates were set at 1.5 and 0.15 crossings per second, respectively.

The ensemble of chromatin conformations resulting from these simulations was used to generate pairwise interaction profiles and three-way contact matrices among the beads of each polymer, allowing for direct quantitative comparisons between the model and the experimental MCC and Tri-C data, respectively. The degree of triplet colocalization of the viewpoint with regions A and B, over what would be expected by the probability of independent, pairwise interactions (Extended Data Fig. 5), was estimated from the predicted structures using the correlation coefficient:

$${\rm{corr}}(A,B)=\frac{{P}_{MYC,A,B}-{P}_{MYC,A}{P}_{MYC,B}}{{({P}_{MYC,A}(1-{P}_{MYC,A}){P}_{MYC,B}(1-{P}_{MYC,B}))}^{1/2}}.$$

### Analysis of reference datasets

Available ATAC–seq^47^ (GSE131620), CTCF ChIP–seq^47^ (GSE140528) and H3K27ac ChIP–seq^47^ (E-MTAB-9010) data were analyzed with the NGseqBasic pipeline^87^ (hg38 genome assembly). ATAC–seq and H3K27ac ChIP–seq peaks were identified using MACS2 (ref. ^83^) (version 2.1.2) in broad peak-calling mode with a *q* value of 0.01 and a broad cutoff of 0.05. Peaks in CTCF ChIP–seq data were identified using MACS2 in narrow peak-calling mode with a *q* value of 0.01. H3K27me3 ChIP–seq bigWig tracks (GSE259000, GSE256663 and GSE257306) were downloaded from ENCODE. Hi-C data^47^ (GSE131620) were analyzed with HiC-Pro^88^ (Servant, 2015) and plotted using cooltools^89^. TT-seq data^46^ (GSE131620) were processed with the nf-core/rnaseq pipeline as described for RNA-seq data analysis. To quantify mRNA expression levels, featureCounts was used to count reads over the exons of all protein-coding genes. To quantify eRNA expression levels, featureCounts was used to count reads over the MCC enhancer peak regions. The raw count data were normalized by DESeq2-estimated size factors.

### Statistics and reproducibility

The sample sizes in this study were chosen to ensure sufficient data depth and robust assessment of differences between conditions. Specifically, three biological replicates were used in MCC and Tri-C experiments, each including multiple technical replicates to enhance data complexity. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in previous publications^36,37,60,90^, and the observed biological effects of interest are clearly detectable between conditions and consistent across replicates. The nonparametric Wilcoxon signed-rank test was used for statistical analysis, which does not assume normality. Therefore, normality was not formally tested. Data distributions are shown as individual data points in the relevant figures. Two viewpoints, *IFNGR2* and *TASL*, were excluded from the quantification of MCC and Tri-C experiments due to poor data quality. All experiments based on sequencing data, unless stated otherwise in the Methods, were conducted with three biologically independent samples, and all attempts were successful. Samples were randomly allocated into different experimental groups before their treatment with auxin or control conditions. The investigators were not blinded to allocation during experiments and outcome assessment, because blinding was not relevant to this study, as all samples were analyzed using the same computational pipelines, with results generated by scripts without researcher interference.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41594-025-01555-z.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Tables 1–3.

## Source data

Source Data Figs. 1–6 and Extended Data Figs. 1–6 Statistical source data.

## Data Availability

The MCC, Capture-C, Tri-C, ChIPmentation and RNA-seq datasets generated and analyzed for the current study are available from the Gene Expression Omnibus (GEO) as a SuperSeries under accession number GSE263641. ATAC–seq^47^ data are available from GEO under accession number GSE131620. CTCF ChIP–seq^47^ data are available from GEO under accession number GSE140528. H3K27ac ChIP–seq^47^ data are available from ENCODE under accession number E-MTAB-9010. Hi-C data^47^ are available from GEO under accession number GSE131620. TT-seq data^46^ are available from GEO under accession number GSE131620. H3K27me3 ChIP–seq bigWig tracks are available from GEO under accession numbers GSE259000, GSE256663 and GSE257306. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

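RNA-seq was measured in 6 libraries of BLaER1-CTCF-mAID cells, with 2 biological replicates each at 0 h, at 96 h without IAA and at 96 h with 500 µM IAA. The count values were made by the authors, as deposited: according to the methods, reads were processed with the nf-core/rnaseq pipeline, aligned to hg38 with STAR and counted per gene with featureCounts over protein-coding exons. The values are raw counts without normalization. The table also lists genes that are not protein-coding, and the paper's text does not name the annotation release or the strand setting of the counting. The analysis started from these counts and did not use the reads, so that alignment and counting were not repeated.

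Gene symbols were joined to GENCODE release 44 by name or by an earlier name of the gene, which gave a position for 23461 of the symbols (78.2%), and for 13429 of the 14758 genes tested (91.0%). Other symbols were used without a position. The 14758 genes tested hold 99.9% of the counts of each library. Total counts ranged from 9273470 to 12718780 per library. RNA-seq counts come from amplified reads without molecular identifiers, so that binomial intervals cover counting error only. A gene with at most 3 counts in both libraries of a group was treated as not detectable at this depth, and a fold against such a group is given as a lower bound.

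Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, libraries were scaled with TMM, and all 6 libraries entered a quasi-likelihood model with condition as the only term. The prior degrees of freedom were 51.7. P-values were adjusted with the Benjamini-Hochberg method, and the thresholds for differential expression were those of the paper. Standard errors were computed from the log2 fold change and the F statistic. Summaries were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots with matplotlib 3.10.9. Log2 CPM values used a prior count of 2. The fit was tested on simulated data in which 200 genes were changed: edgeR recovered 200 of them and DESeq2 195, each with 0 false calls.

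The replicate numbers were not treated as pairs. The correlation of the differences between replicates 1 and 2 across genes was -0.0194 between 0 h and control, 0.0109 between 0 h and CTCF-depleted and -0.0294 between control and CTCF-depleted libraries. Groups of 2 libraries are too small for a test of outlying samples or for counting other splits of the samples. A cell line without the degron treated with IAA is not among these libraries, so that effects of IAA itself and of CTCF depletion are confounded. The paper also describes an exchange of the medium during the culture with IAA. It does not state whether the control cells had one, so that an effect of this exchange is not excluded.

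The alternatives were DESeq2 1.42.0 (the tool that the paper names), RLE normalization, no filter on low counts, at least 10 counts in every library, a fit of only the 4 libraries compared, the replicate number as a block, other thresholds, glmTreat, and leaving out each library at 96 h in turn. The main comparisons with their tests, these alternatives and the rule for naming genes were set before the data were examined. Camera with an estimated correlation was added after seeing the data, and tests of explanations that were chosen later are named in the closing section. Genes named are those that the paper names for expression or as example loci, its marker genes, targeted genes and members of preset lists past the thresholds, genes of the plotted *LMO2* and *KDM7A* regions, and the 5 genes with the smallest adjusted p in each direction whose libraries separate the groups. Some genes that this rule covers are not reported here. Any other gene named was chosen after its values were seen.

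The preset lists were aryl hydrocarbon receptor (AHR) targets, S phase genes, G2/M phase genes, immediate early genes, cohesin and its regulators, clustered protocadherins, replication-dependent histones, B cell markers, macrophage markers, inflammatory response genes and p53 targets. The histone list was chosen after members of it had been seen in Supplementary Table 2. Lists were tested with camera and fry in limma 3.58.1. Neighbouring genes were tested with 10000 shuffles of the calls within 10 bins of expression; on simulated calls with 1000 shuffles, this test gave a ratio of 0.904 (permutation p = 0.86) for random calls and 2.19 (permutation p = 0.001, the smallest that 1000 shuffles can give) with 200 planted pairs. Data from other assays of the paper were not analysed.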

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

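Tests of reads moved between histone copies, of shared protocadherin exons, of library scaling and of the course of differentiation for the cell cycle genes, and of single libraries for the genes gained or lost after CTCF depletion were chosen only after the results were seen. The criteria that decide the tests of B cell genes that fail to switch off and of neighbours that change together in any contrast were also set after their values were seen, and the choice of results listed here was made with the values known.

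Genes of the cell cycle, which the paper does not report on, were lower after CTCF depletion. The 12 preset S phase genes had a median log2 fold change of -0.47 (-0.469), with 12 of 12 below 0 and 3 past the thresholds (limma camera, adjusted p = 1.07e-05). The 13 G2/M phase genes had a median of -0.68 (-0.679), with 13 of 13 below 0 and 11 past the thresholds (limma camera, adjusted p = 1.24e-07). With each library left out, the medians stayed between -0.51 and -0.45 and between -0.71 and -0.64. The calls held under fry (adjusted p = 7.29e-04 and 6.43e-04) and did not hold under camera with an estimated correlation (adjusted p = 0.169 for both). RLE left the G2/M median at -0.666, but it moves all genes alike by little, so that it does not decide on the scaling of the libraries. Both lists fall during differentiation, and a shift of the CTCF-depleted cells further along its course stays open: the median of the iMac-specific genes was -0.035, with members in both directions (346 lower and 266 higher), while 376 B cell-specific genes were lower and 208 higher. A smaller share of dividing cells in the CTCF-depleted cultures stays open as a hypothesis, and so does an effect of IAA itself, which has no control without the degron here. An effect of the medium exchange that the paper describes for the culture with IAA stays open too.

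The 52 tested replication-dependent histone genes had a median log2 fold change of -0.91 (-0.914), with 50 below 0 and 46 past the thresholds (limma camera, adjusted p = 3.32e-23; fry, adjusted p = 7.29e-04; camera with an estimated correlation, adjusted p = 0.169). Their share of the counts was 0.736% and 0.761% in control and 0.416% and 0.401% in CTCF-depleted libraries. A loss of short transcripts is argued against, since 173 other genes with transcripts of similar length and GC content had a median of -0.032. Reads moved between near-identical copies are argued against, since the summed share of the family fell by 45.4%. The S phase median of -0.469 is what fewer cells in S phase would give, so that the histone and cell cycle results may have the same source. Histone transcripts largely lack a poly(A) tail, and their level also depends on the depletion of ribosomal RNA from total RNA, which was not tested.

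The 19 tested clustered protocadherin genes had a median log2 fold change of -0.69 (-0.691), with 17 below 0 and 6 past the thresholds (limma camera, adjusted p = 0.00265; fry, adjusted p = 0.00112; camera with an estimated correlation, adjusted p = 0.169). The median was also -0.69 with 3 genes at the limit of detection in one group set to their bounds, -0.68 with RLE, and between -0.92 and -0.63 with each library left out. Counts moved between members that share exons are argued against as the whole cause, since the summed share of the family fell by 23.6%. The family takes at most 0.0161% of the counts in any library, and an effect of CTCF depletion on these clusters stays open as a hypothesis.

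In 28 genes with at most 3 counts in both control libraries, expression was called higher after CTCF depletion. *PRAME* (chromosome 22, 22547701 to 22559361) had 0 counts in each control and 0 h library and 307 and 289 counts in CTCF-depleted libraries, at least 101-fold higher. *CALB2*, with 255 and 300 counts, was at least 94.4-fold higher, and *SYCE3* was at least 24.5-fold higher; for 24 of the 28 genes this lower bound was below 10-fold. These genes were chosen after their values were seen. A single library as the source of the set is argued against by choosing genes with one CTCF-depleted library and reading the other: of 49 genes with at least 10 counts in replicate 1 and at most 3 in both control libraries, 44 (89.8%) had more than 3 counts in replicate 2, and with the replicates exchanged 41 of 46 (89.1%) did. B cell genes that fail to switch off cannot be the source for 10 of the 28 genes, which also had at most 3 counts in both 0 h libraries. Of the 12 genes above 3 counts in both 0 h libraries, 7 did not exceed their 0 h level in CTCF-depleted cells, and for these 12 a failure to switch off and a new induction cannot be told apart, because the counts are few.

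Conversely, 27 genes with at most 3 counts in both CTCF-depleted libraries were called lower, of which 21 were above 3 counts at 0 h. *CLSTN2* was at least 16.8-fold lower, *PTPRM* at least 15.9-fold and *LSAMP* at least 15.2-fold, named after their values were seen. The same choice with one control library argues against a single library as the source of the set, with 47 of 56 genes (83.9%) and 48 of 56 genes (85.7%) above 3 counts in the other; for *MIR3648*, with 1140 and 19 counts in the control libraries, 1 library sets the size of the change. No biological explanation was tested.

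Adjacent genes were called in the same direction more often than by chance. Among 13385 pairs of adjacent tested genes, 214 were called in the same direction, compared to 109.8 in shuffled calls, a ratio of 1.95 (permutation p = 0.0001, the smallest that 10000 shuffles can give), and 84 were called in opposite directions, compared to 105.0. Overlapping genes and gene families are argued against as the whole source, since without them the ratio was 1.625 (140 pairs against 86.2). As many genes called by differentiation gave a ratio of 1.582 without overlapping genes and families, so that the excess is about what neighbours that change together in any contrast give, and it may not be specific to CTCF depletion. The difference between both ratios was not tested.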

How the results depend on the processing

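For the preset lists, camera with an estimated correlation was chosen after seeing the data; no other alternative was added. With DESeq2, RLE normalization, no filter on low counts, only the 4 libraries compared and the replicate block, the number of genes lower ranged from 718 to 1033 and the number higher from 558 to 897, within 1.5 times the counts at the paper's thresholds; the replicate block gave 1033 lower and 785 higher genes. Of the 1276 genes called with DESeq2, 1256 were also called with edgeR. The odds ratio of tissue-specific genes ranged from 1.92 to 4.17 over its alternatives. The value of 4.17 is raised by construction, since its classes were defined with the CTCF-depleted libraries. With no filter on low counts, the odds ratio was 4.05.

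At an adjusted threshold of 0.05 without a fold change threshold, 3330 genes were lower and 2375 higher, 5500 genes were B cell-specific, 4942 iMac-specific and 4879 B cell-specific genes were also called in CTCF-depleted cells, 15 targeted iMac-specific genes were lower and 13 higher, 10 targeted B cell-specific genes changed, 96.02% of changed genes had an absolute log2 fold change below 2, and the ppCBS difference in lower genes was -12.96 points. With the log2 fold change threshold at 1, 436 genes were lower and 409 higher, 2075 genes were B cell-specific and 1749 of them also called in CTCF-depleted cells, 1 targeted iMac-specific gene was higher, 2 targeted B cell-specific genes changed, the share below 2 was 77.16% and the ppCBS difference was -0.33 points. These thresholds admit more or fewer genes by construction. With glmTreat, which tests against the fold change threshold, 344 genes were lower and 298 higher, 3 targeted iMac-specific genes were lower and the share below 2 was 76.32%. With at least 10 counts in every library, which leaves out genes silent at 0 h, 4 targeted iMac-specific genes were lower and the share below 2 was 97.48%.

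The correlation of the changes with those of differentiation was -0.0402 with a shared control, against -0.0143 with the control split, and simulation without an effect gave -0.0658 with a shared control. Among genes above the median expression, replicates differed more in CTCF-depleted than in control libraries for 50.83% of genes. Without CTCF-depleted replicate 1, the log2 fold change of *CEBPA* was -0.05 (-0.046), and from there to 0.12 (0.123) over the 4 fits that each left out one library; the cause was not tested. No call was made in these fits, since 1 library is left in a group, and the replicate spread has no such fit.

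Of 227 values of 40 other single genes under the alternatives, 4 lost their call and 223 kept their direction and side of the threshold. Of 22 values of the preset lists under RLE or fry, 5 passed the threshold under fry and 17 did not change side. With camera and an estimated correlation, 4 of the 11 lists lost their call and 7 had none before. The medians kept their direction in 44 of 44 values with one library left out, where no test was made. The calls of *MPEG1* and *RBM47* rest on log2 fold changes with standard errors of 0.27 and 0.25; whether this is why DESeq2 does not call them was not tested.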

Differences from the paper's values

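No value of the edgeR analysis of all 6 libraries at the paper's thresholds met the criteria for a difference from the paper. Under the alternatives, the number of higher genes was over 1.5 times the paper's 558 with no filter on low counts (897) and with only the 4 libraries compared (896), and glmTreat and the other thresholds also gave counts that differ from the paper's. With edgeR on all 6 libraries, 1038 genes were lower and 798 higher, against the paper's 718 and 558, and 3376 and 3748 genes were B cell-specific and iMac-specific, against the paper's 2968 and 3341. With DESeq2, an alternative set before the data were examined and the tool that the paper's methods name, the values were 718, 558, 2968 and 3341, and 89.7% of the changed genes had an absolute log2 fold change below 2, against the paper's 90%. The copy of Supplementary Table 2 that was available holds 1997 of its 30016 rows, and the largest difference of their log2 fold changes from the DESeq2 fit was 2.2e-05.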

Other observations

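The AHR targets were among the preset lists with their tests; reading their median as a test of an effect of IAA was chosen only after the result was seen.

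The other preset lists did not pass camera at an adjusted p of 0.05. The median log2 fold change was 0.18 for 12 immediate early genes (limma camera, adjusted p = 0.17), -0.14 (-0.145) for 12 genes of cohesin and its regulators (0.358), -0.13 for 8 B cell markers (0.299), 0.23 for 8 macrophage markers (0.416), 1.00 (0.996) for 6 tested inflammatory response genes (0.0538) and -0.24 for 7 p53 targets (0.202). Under fry in limma, the adjusted p was 0.0162, 0.387, 0.00138, 0.388, 0.00138 and 0.00718 in this order. Of the cohesin genes, *STAG1* was higher, with a log2 fold change of 1.15 (standard error 0.05, adjusted p = 9.52e-26 from edgeR).

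IAA is a derivative of tryptophan and could act on the aryl hydrocarbon receptor. The 2 of 7 AHR targets that could be tested, *TIPARP* (0.55) and *NQO1* (0.29), had a median log2 fold change of 0.42 (limma camera, adjusted p = 0.104; fry, adjusted p = 0.00514). The targets that could not be tested had few counts. *CYP1A1* had 0 and 3 counts in control and 1 and 0 in CTCF-depleted libraries. *ALDH3A1* had 1 and 0 in control and 0 and 0 in CTCF-depleted libraries, and *CYP1A2* and *CYP1B1* had 0 in each library. *AHRR* had 1 and 3 in control and 3 and 4 in CTCF-depleted libraries. None of these targets had more than 4 counts in a CTCF-depleted library, so that no large rise was seen. A decrease or a small rise could not be seen with so few counts. Whether these genes can respond to the receptor in these cells was not tested. With 2 tested genes, an effect of IAA on this receptor and an effect of CTCF depletion cannot be told apart.

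A chromosome gained or lost between the cultures is argued against as a source of the changed genes, since the median log2 fold change of any chromosome lay within 0.103 of 0, with the largest departure at -0.103 on chromosome 18.

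Expression level and the shared control libraries are argued against as the source of the excess of tissue-specific genes among those changed by CTCF depletion, since the odds ratio was 2.083 with matched expression and 1.0578 in simulated libraries without an effect. Of the changed tissue-specific genes, 642 moved along and 554 against the direction of differentiation. The classes differed: 376 B cell-specific genes moved along it and 208 against it, while 266 iMac-specific genes moved along it and 346 against it; this difference was not tested. The correlation of both changes across all tested genes, which are not independent replicates, was -0.0143 (Spearman's rho 0.0547).

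The absolute difference between replicates had a median of 0.105 log2 units in control and 0.103 in CTCF-depleted libraries, and was larger in CTCF-depleted libraries for 49.7% of genes. With 2 replicates, this describes the spread and cannot test whether expression became more variable.

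Among the markers of the paper's RT-qPCR and flow cytometry, *ITGAM* was higher (log2 fold change 1.15, adjusted p = 1.43e-24 from edgeR). *CD14* (0.46) and *FCGR1B* (0.17) were not past the thresholds. With each library left out in turn, their log2 fold changes ranged from 0.295 to 0.639 and from 0.082 to 0.274. *VPREB3* had 10 and 8 counts in control and 24 and 21 in CTCF-depleted libraries (1.34). *IGJ* had 5 and 8 counts in control and 1 in each CTCF-depleted library, and was not called (adjusted p = 0.0109 from edgeR). The transcription factors *MYB* and *CEBPA* had log2 fold changes of -0.06 and 0.04. *RAG2* had a log2 fold change of -0.57 (standard error 0.348, adjusted p = 0.24 from edgeR) and was not called. It had 22 and 13 counts in control and 10 and 13 in CTCF-depleted libraries. With each library left out in turn, the log2 fold change of *RAG2* ranged from -0.861 to -0.179.

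In the region plotted around *SRGN*, *KIAA1279*, chosen after its values were seen, went from 7.51 to 41.9 CPM and passed both thresholds (log2 fold change 2.47, adjusted p = 1.45e-23 from edgeR).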
